# Intrinsic Muscle Stem Cell Dysfunction Contributes to Impaired Regeneration in the *mdx* Mouse

**DOI:** 10.1002/jcsm.13682

**Published:** 2024-12-26

**Authors:** Marie E. Esper, Caroline E. Brun, Alexander Y. T. Lin, Peter Feige, Marie J. Catenacci, Marie‐Claude Sincennes, Morten Ritso, Michael A. Rudnicki

**Keywords:** Duchenne muscular dystrophy, dystrophin, *mdx*, muscle stem cell, regeneration, satellite cell

## Abstract

**Background:**

Duchenne muscular dystrophy (DMD) is a devastating disease characterized by progressive muscle wasting that leads to diminished lifespan. In addition to the inherent weakness of dystrophin‐deficient muscle, the dysfunction of resident muscle stem cells (MuSC) significantly contributes to disease progression.

**Methods:**

Using the *mdx* mouse model of DMD, we performed an in‐depth characterization of disease progression and MuSC function in dystrophin‐deficient skeletal muscle using immunohistology, isometric force measurements, transcriptomic analysis and transplantation assays. We examined the architectural and functional changes in *mdx* skeletal muscle from 13 and 52 weeks of age and following acute cardiotoxin (CTX) injury. We also studied MuSC dynamics and function under homeostatic conditions, during regeneration post‐acute injury, and following engraftment using a combination of histological and transcriptomic analyses.

**Results:**

Dystrophin‐deficient skeletal muscle undergoes progressive changes with age and delayed regeneration in response to acute injury. Muscle hypertrophy, deposition of collagen and an increase in small myofibres occur with age in the *tibialis anterior* (TA) and diaphragm muscles in *mdx* mice. Dystrophic *mdx* mouse TA muscles become hypertrophic with age, whereas diaphragm atrophy is evident in 1‐year‐old *mdx* mice. Maximum tetanic force is comparable between genotypes in the TA, but maximum specific force is reduced by up to 38% between 13 and 52 weeks in the *mdx* mouse. Following acute injury, myofibre hyperplasia and hypotrophy and delayed recovery of maximum tetanic force occur in the *mdx* TA. We also find defective MuSC polarity and reduced numbers of myocytes in *mdx* muscle following acute injury. We observed a 50% and 30% decrease in PAX7^+^ and MYOG^+^ cells, respectively, at 5 days post CTX injury (5 dpi) in the *mdx* TA. A similar decrease in *mdx* progenitor cell proportion is observed by single cell RNA sequencing of myogenic cells at 5 dpi. The global expression of commitment‐related genes is also reduced at 5 dpi. We find a 46% reduction in polarized PARD3 in *mdx* MuSCs. Finally, *mdx* MuSCs exhibit elevated PAX7^+^ cell engraftment with significantly fewer donor‐derived myonuclei in regenerated myofibres.

**Conclusions:**

Our study provides evidence that dystrophin deficiency in MuSCs and myofibres together contributes to progression of DMD. Ongoing muscle damage stimulates MuSC activation; however, aberrant intrinsic MuSC polarity and stem cell commitment deficits due to the loss of dystrophin impair muscle regeneration. Our study provides in vivo validation that dystrophin‐deficient MuSCs undergo fewer asymmetric cell divisions, instead favouring symmetric expansion.

## 1 Introduction

Duchenne muscular dystrophy (DMD) is a fatal neuromuscular disease caused by loss‐of‐function mutations in the X‐linked dystrophin gene (*DMD*). The absence of full‐length dystrophin protein (Dp427m) in both myofibres and MuSCs prevents assembly of the dystrophin‐associated glycoprotein complex (DGC), which normally tethers intracellular actin to the extracellular cytoskeleton. This renders the myofibre sarcolemma prone to contraction‐induced damage and impairs MuSC asymmetric division [1, 2].

Knowledge of DMD pathophysiology is largely based on studies in the genetically homologous *mdx* mouse. Although the progression of muscular dystrophy in *mdx* mice is less severe compared to humans, both dystrophin‐deficient mouse and human muscles display characteristic lesions, elevated inflammation and similar mechanisms of dysregulation [3]. Moreover, human and murine MuSCs express Dp427m and components of the DGC in a temporally regulated manner during myogenic commitment [2, 4].

Upon MuSC activation, the polarity kinase MARK2 interacts with Dp427m to establish the MuSC polarity required for asymmetric cell division. Without Dp427m, fewer asymmetric cell divisions occur, leading to MuSC hyperplasia and fewer progenitor cells [2]. Additionally, without assembly of the DGC, its role in asymmetrically regulating the epigenetic activation of MuSCs is perturbed, further contributing the MuSC progenitor imbalance [5]. However, the role of impaired asymmetric MuSC divisions and reduced commitment in muscle regeneration in vivo has not been extensively studied.

Here, we provide a comprehensive characterization of the physiological and morphological consequences of dystrophin deficiency in *mdx* myofibres and MuSCs during ageing up to 12 months and following acute injury. With age, we see progressive histological changes, consistently reduced normalized force and elevated pools of *mdx* MuSCs that decline in numbers over time. Upon acute cardiotoxin injury, *mdx* muscle regeneration is delayed, myofibres are hypotrophic, and we find that MuSCs generate fewer progenitors. A combination of histology and transcriptomic analysis before and following CTX injury highlights the incorrect temporal activation of MuSCs in homeostatic *mdx* muscle and an intrinsic polarity and commitment deficit in *mdx* MuSCs following activation. Analysis of neonatal myogenesis and engraftment assays further substantiate the transcriptomic data, demonstrating the intrinsically reduced regenerative capacity of *mdx* MuSCs.

## 2 Methods

Protocols, mouse strains, antibodies and reagents are detailed in the Supporting Information.

### 2.1 Mouse Models and Procedures

Experiments were performed in accordance with the University of Ottawa Animal Care Committee guidelines and approved by Animal Research Ethics Board at the University of Ottawa. Age‐ and sex‐matched C57BL/10ScSnJ (WT) and C57BL/10ScSn‐Dmd^mdx^/J (*mdx*) mice were used in this study, including mice crossed with transgenic strains. Isometric force measurements were recorded on the *tibialis anterior* (TA) muscle, as described previously [S1]. Engraftment experiments were modified from published protocols [S4]. The legs of immunodeficient NOD.Cg‐*Prkdc* ^*scid*^ *Il2rg* ^*tm1Wjl*^ */SzJ* (NSG) mice were irradiated, and the TA immediately CTX‐injured. WT and *mdx* donor MuSCs were injected into contralateral legs 48 h later.

### 2.2 Fluorescence‐Activated Cell Sorting (FACS)

Hindlimb muscles were dissociated in collagenase/dispase, stain with lineage‐negative antibodies, positive selection markers and viability dye. Antibodies are listed in Table S1.

### 2.3 Tissue Processing and Immunostaining

Muscles were perfusion fixed prior to embedding or freshly embedded in OCT and frozen in liquid nitrogen‐cooled isopentane. Muscles were transversely sectioned at 10 μm‐thickness. Perfusion fixation, processing and conventional immunostaining was performed as previously described [S5]. Primary antibodies are listed in Table S1 and other reagents in Table S2.

### 2.4 Bulk and Single‐Cell RNA‐seq

RNA‐seq library construction was performed using a polyA mRNA workflow, and scRNA‐seq libraries were generated using the 10X genomics platform. Sequenced libraries were aligned to the GRCm38 reference genome and analysed using R, with DESeq2 [S8] and Seurat [S13]. All bulk RNA‐seq and scRNA‐seq data have been deposited in GEO under accession GSE268316 (RNA‐seq: GSE268313; scRNA‐seq: GSE268314). Reviewer code: onolyyaobzwlpuf.

## 3 Results

### 3.1 Myofibre Hypertrophy, Hyperplasia and Reduced Force Generation Occur in *mdx* Muscle

To characterize the physiological consequences of dystrophin deficiency, we assessed the TA muscle of WT and *mdx* mice from 13 to 56 weeks of age. Despite the significantly lower body weight of *mdx* mice compared WT mice (Figure S1A), the *mdx* TA was heavier from 26 to 56 weeks of age (Figure S1B) [6, 7, 8].

Histological analysis of TA cross‐sections revealed that the number of *mdx* myofibres increased with age (Figure 1A,B). As previously observed [9], the mean diameter of TA myofibres did not change significantly from 13 to 56 weeks in WT or *mdx* mice (Figure 1C). However, the *mdx* myofibre size distribution broadened with the presence of larger myofibres and elevated numbers of small myofibres (Figures 1A,D and S1C,D) [9]. The distributional change in myofibre size with age differed for each genotype. WT myofibres increased in size from 13 to 36 weeks, but the number of large *mdx* myofibres remained unchanged, and small myofibres increased significantly from 36 to 52 weeks (Figure S1C).

**FIGURE 1:**
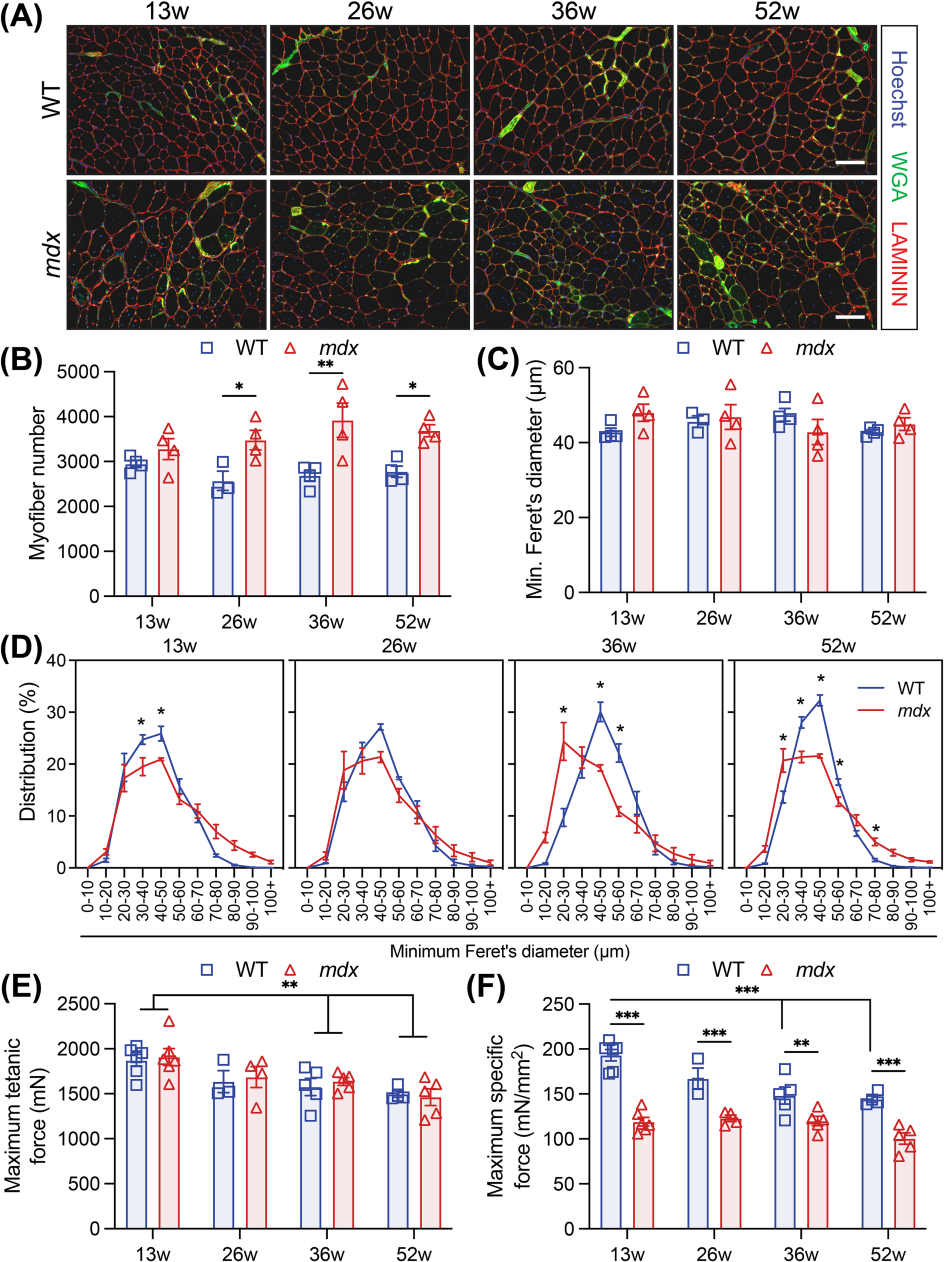
Myofibre hypertrophy, hyperplasia and reduced force generation occur in response to chronic injury in the *mdx* mouse. (A) Representative immunofluorescence images of transversal *tibialis anterior* (TA) muscle sections from 13‐, 26‐, 36‐ and 52‐week‐old wild‐type (WT) and *mdx* mice. LAMININ (red) delineates the myofibres, WGA (green) stains the connective tissues, and Hoechst (blue) labels the nuclei. (B) Quantification of the number of myofibres per transversal TA muscle sections. (C) Mean TA myofibres size using the minimum Feret's diameter. (D) Normalized TA myofibre distribution using the minimum Feret's diameter. (E) Maximum tetanic force and (F) maximum specific force of TA muscles from 13‐, 26‐, 36‐ and 52‐week‐old WT and *mdx* mice. Scale bar, 100 μm. Data presented as mean values ± SEM. For Panels B–F, two‐way ANOVA with post hoc analysis corrected for multiple comparisons using Sidak's test (*p < 0.05, **p < 0.01, ***p < 0.001). For Panels B–F, *n* = 4 WT and 4 *mdx* 13‐week‐old mice, *n* = 3 WT and 4 *mdx* 26‐week‐old mice, *n* = 4 WT and 4 *mdx* 36‐week‐old mice, *n* = 4 WT and 4 *mdx* 52‐week‐old mice. For Panels E and F, *n* = 6 WT and 6 *mdx* 13‐week‐old mice, n = 3 WT and 4 *mdx* 26‐week‐old mice, *n* = 5 WT and 5 *mdx* 36‐week‐old mice, *n* = 4 WT and 5 *mdx* 52‐week‐old mice.

To assess whether fat infiltration or fibrosis correlates with changes in *mdx* muscle function, we performed Biodipy and trichrome staining. Muscle fibrosis did not change in the WT muscle, but increased from 26 weeks in *mdx* mice (Figure S1E,F). No significant change in fat deposition occurred in either WT or *mdx* TA muscles from 13 to 36 weeks, but *mdx* muscles had a marked reduction in lipid droplets at 52 weeks compared to WT animals (Figure S1G,H).

To study the functional consequence of altered *mdx* muscle morphology, we measured in situ isometric force of the TA muscle. WT and *mdx* mice maintained comparable maximum tetanic force that declined with age (Figure 1E). However, when accounting for the TA displacement volume, *mdx* mice had significantly decreased specific force at all timepoints (Figures 1F and S1I) [7, 10].

### 3.2 Severe Fibrosis and Decreased Myofiber Diameter in the *mdx* Diaphragm

To examine the effect of chronic regeneration cycles on the *mdx* diaphragm, we assessed histological changes in the diaphragm of WT and *mdx* mice from 13 to 52 weeks. We first examined muscle hypertrophy by measuring diaphragm cross‐section width. Diaphragm thickness did not change in WT mice, whereas the *mdx* diaphragm was significantly thickened at 26 and 36 weeks. At 52 weeks, we observed diaphragm atrophy (Figure S2A–C).

The number of myofibres in the WT and *mdx* diaphragm could not be directly compared due to variability in cross‐sectional coverage (Figure 2A,B). We therefore assessed the minimum myofibre diameter and the proportional change in myofibre size distribution, which did not change with age in the WT diaphragm (Figures 2C,D and S2B). In the *mdx* diaphragm, the minimum myofibre diameter decreased linearly with age (Figure 2A,C) due to a dramatic increase in small myofibres and the concurrent loss of large myofibres from 26 weeks of age (Figures 2A,D and S2B). Myofibre hypertrophy was not observed in the *mdx* diaphragm (Figures 2A,D and S2B,C).

**FIGURE 2:**
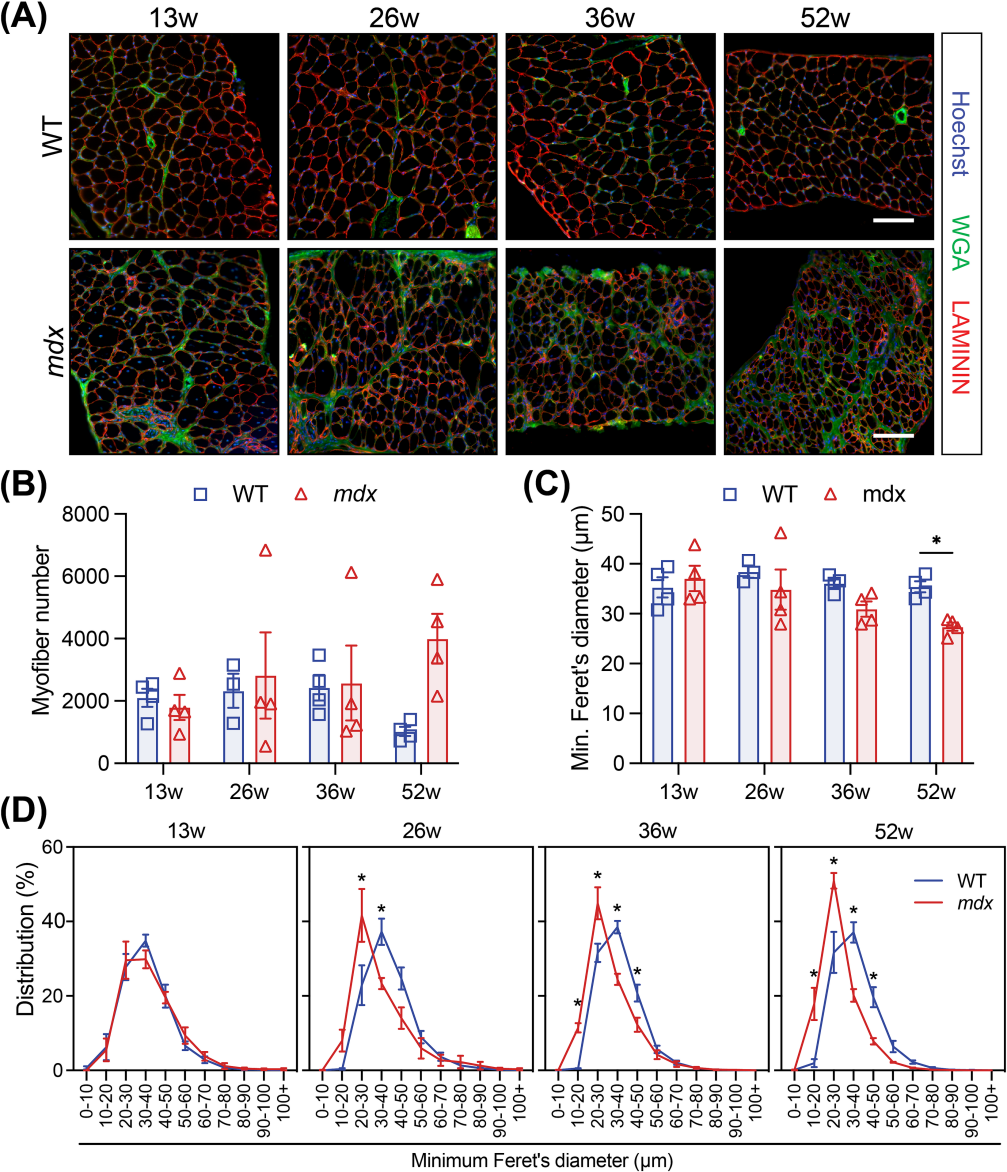
Morphology of *mdx* diaphragm becomes increasingly perturbed with age. (A) Representative immunofluorescence images of transversal diaphragm muscle sections from 13‐, 26‐, 36‐ and 52‐week‐old wild‐type (WT) and *mdx* mice. LAMININ (red) delineates the myofibres, WGA (green) stains the connective tissues, and Hoechst (blue) labels the nuclei. (B) Quantification of the number of myofibres per quantified diaphragm section. (C) Mean diaphragm myofibre size using the minimum Feret's diameter. (D) Normalized TA myofibre size distribution using minimum Feret's diameter. Scale bar, 100 μm. Data presented as mean values ± SEM. Two‐way ANOVA corrected for multiple comparisons using Sidak's test (*p < 0.05). *n* = 4 WT and 4 *mdx* 13‐week‐old mice, *n* = 3 WT and 4 *mdx* 26‐week‐old mice, *n* = 4 WT and 4 *mdx* 36‐week‐old mice, *n* = 4 WT and 4 *mdx* 52‐week‐old mice.

Trichrome staining revealed a progressive increase (up to 9.5‐fold) in interstitial collagen deposition in the diaphragm of *mdx* mice, representing up to 51% of total diaphragm area (Figure S2D,E). A variable decrease in lipid deposition within the diaphragm of *mdx* mice was observed; however, this accounted for < 1% of the muscle (Figure S2F).

### 3.3 Delayed Recovery Following Acute Injury Is Caused by Myofiber Hyperplasia in *mdx* Muscle

To study muscle regeneration following acute injury, we injected CTX into the TA of WT and *mdx* mice. Within genotypes, CTX injury did not result in changes to the body weight of WT or *mdx* mice (Figure S3A). However, decreased TA mass due to myolysis was observed at 5 dpi, after which the muscle weight increased (Figure S3B). By 21 dpi, the WT TA recovered its pre‐injury mass, whereas the *mdx* TA weight increased by 62% compared to uninjured muscle (Figure S3B) [11]. Between 21 and 90 dpi, the WT and *mdx* TA weight increased by 40% and 20%, respectively (Figure S3B). However, the *mdx* TA weighed significantly more than the control WT TA at 21 and 90 dpi (Figure S3B).

The morphology of regenerating WT and *mdx* muscle was visually comparable up to 90 dpi, but differences were observed (Figures 3A–C and S3C). Compared to non‐injured (NI) muscle, the number of WT myofibres remained unchanged at 90 dpi, but the mean minimum myofibre diameter increased (Figure 3B,C). By contrast, the number of small *mdx* myofibres increased dramatically, and myofibre hypertrophy was not observed (Figures 3B,D and S3E,F). The *mdx* TA histopathology worsened after triple CTX injury (3 × 21 dpi; 3X CTX). In the *mdx* TA muscle, the number of myofibres increased, and the minimum myofibre diameter decreased. Conversely, the WT TA morphology was unaffected (Figure S4A–C). Collagen deposition was also not significantly changed in the WT or *mdx* TA at 90 dpi or after triple injury (Figures S3D and S4D,E). Together, this suggests that muscle growth following acute injury occurs by myofibre hypertrophy in WT muscle and myofibre hyperplasia in *mdx* muscle.

**FIGURE 3:**
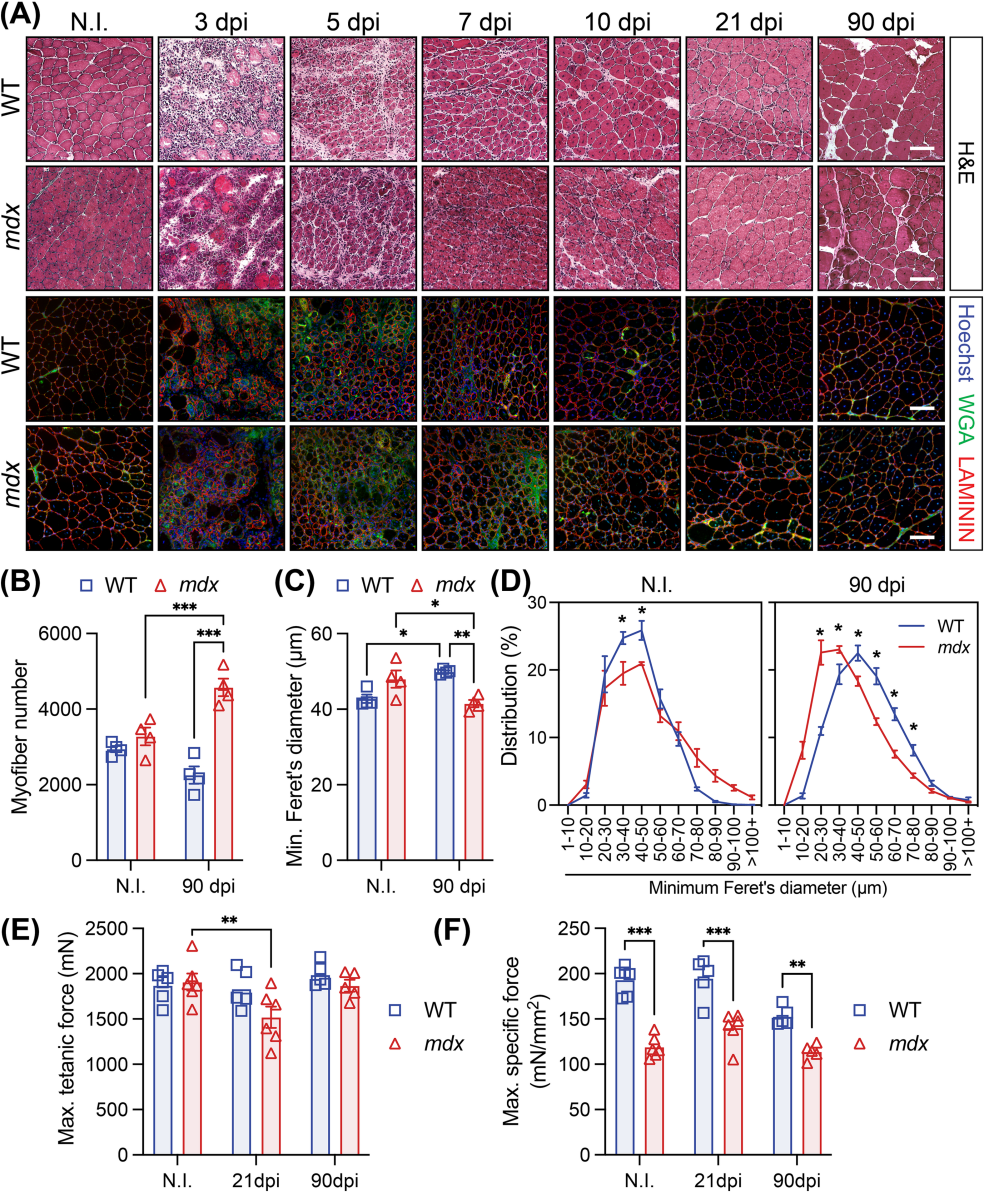
Delayed regeneration of *mdx* muscle following acute injury. (A) Representative haematoxylin and eosin (H&E) and immunofluorescence images of transversal sections of non‐injured (NI) and cardiotoxin (CTX)‐injured *tibialis anterior* (TA) muscle at 3, 5, 7, 10, 21 and 90 days post‐injury (dpi) from wild‐type (WT) and *mdx* mice. LAMININ (red) delineates the myofibres, WGA (green) stains the connective tissues and Hoechst (blue) labels the nuclei. (B) Cross‐sectional TA myofibre quantification at 90 dpi compared to NI. (C) Mean WT and *mdx* TA myofibre size using the minimum Feret's diameter in NI and CTX‐injured muscles at 90 dpi. (D) Normalized TA myofibre size distribution using the minimum Feret's diameter. (E) Maximum tetanic force of TA muscle from NI, 21 and 90 dpi WT and *mdx* mice. (F) Maximum specific force of TA muscles from NI, 21 and 90 dpi WT and *mdx* mice. Scale bar, 100 μm. Data presented as mean values ± SEM. Two‐way ANOVA corrected for multiple comparisons using Sidak's test (*p < 0.05; **p < 0.01; ***p < 0.001). NI = non‐injured. For Panels B–D, *n* = 4 WT and 4 *mdx* ‘non‐injured’ mice, *n* = 5 WT and 5 *mdx* ‘90 dpi’ mice. For Panels E and F, *n* = 6 WT and 6 *mdx* ‘non‐injured’ mice, *n* = 5 WT and 6 *mdx* ‘21 dpi’ mice, *n* = 5 WT and 5 *mdx* ‘90 dpi’ mice.

To determine the physiological consequences of architectural changes following acute injury, we measured in situ isometric force of the WT and *mdx* TA at 21 and 90 dpi. Maximum titanic force was recovered by 21 dpi in WT mice but not until 90 dpi in the *mdx* TA (Figure 3E). Specific force was significantly reduced at both 21 and 90 dpi (Figures 3F and S3G). Following triple injury, the maximum tetanic force increased in the WT TA but was unchanged in the *mdx* TA compared to NI conditions. Similarly, the maximum tetanic force of the *mdx* TA was reduced compared to the WT muscle (Figure S4F).

### 3.4 Perturbed Muscle Stem Cell Homeostasis and Injury Response

To investigate the dynamics of *mdx* MuSCs in response to chronic repeat injury, we compared the number of PAX7‐expressing (PAX7^+^) cells in WT and *mdx* muscle from 13 to 56 weeks of age. Consistent with previous reports [12, 13], the number of PAX7^+^ cells was elevated in the *mdx* TA and diaphragm at all timepoints (Figure 4A,B). However, whereas the number of PAX7^+^ cells did not change in the WT TA or diaphragm, the number of *mdx* MuSCs declined in both muscles between 13 and 52 weeks (Figure 4A,B).

**FIGURE 4:**
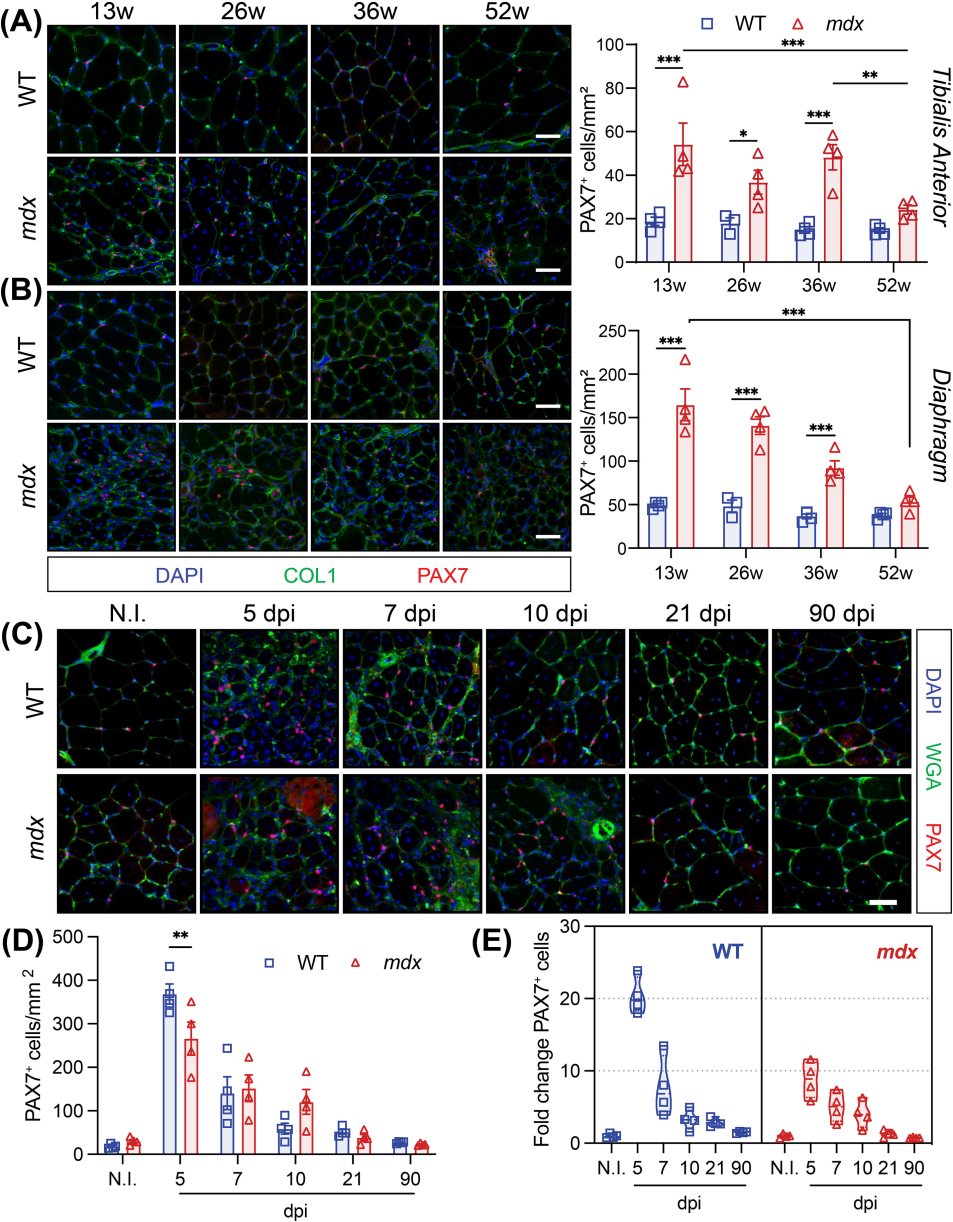
Perturbed *mdx* MuSC homeostasis and activation. (A,B) Immunofluorescence labelling and quantification of PAX7‐expressing muscle stem cells (MuSCs, red) on WT and *mdx tibialis anterior* (TA, top, Panel A) and diaphragm (bottom, Panel B) muscle cross‐sections. Collagen1 (COL1, green) labels the extracellular matrix and Hoechst (blue) labels the nuclei. For Panels A and B, n = 4 WT and 4 *mdx* 13‐week‐old mice, n = 3 WT and 4 *mdx* 26‐week‐old mice, n = 4 WT and 4 *mdx* 36‐week‐old mice, n = 4 WT and 4 *mdx* 52‐week‐old mice. (C) Representative immunofluorescence images of transversal sections from WT and *mdx* non‐injured (N.I.) and cardiotoxin (CTX)‐injured TA muscles at 5, 7, 10, 21 and 90 days post‐injury (dpi) from wild‐type (WT) and *mdx* mice. PAX7 (red) marks the muscle stem cells (MuSCs), WGA (green) stains the connective tissues, and Hoechst (blue) labels the nuclei. (D) PAX7‐expressing MuSC number per mm^2^ TA sections at the corresponding days following injury. *n* = 4 mice/genotype. (E) Fold change of PAX7^+^ MuSCs at each timepoint post CTX‐injury relative to no‐injury (N.I.) conditions. *n* = 4 mice/genotype. Two‐way ANOVA corrected for multiple comparisons using Sidak's test (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bar, 100 μm. Data presented as mean values ± SEM.

We next assessed the response of PAX7^+^ MuSCs to acute CTX injury by immunostaining a regeneration time course of WT and *mdx* TA cross‐sections (Figure 4C). Significant expansion of WT and *mdx* PAX7^+^ cells occurred at 5 dpi, followed by a progressive decrease to NI levels at 21 dpi (Figure 4D). However, fewer *mdx* PAX7^+^ were enumerated at 5 dpi (Figure 4D). We also normalized the number of PAX7^+^ cells at 5 dpi to uninjured conditions within both genotypes and observed reduced expansion in *mdx* PAX7^+^ cells (8‐fold) relative to WT cells (20‐fold) at 5 dpi (Figure 4E). Interestingly, the number of PAX7^+^ cells increased in the WT TA muscle following triple CTX‐induced injury. Inversely, fewer *mdx* PAX7^+^ cells were quantified following repeat injury (Figure S4G,H).

### 3.5 Dystrophin‐Deficient MuSCs Display Features of Activation in *mdx* Muscle

To characterize the impact of Dp427m‐deficiency on MuSCs in homeostatic and injured muscle, we studied the transcriptomic profile of WT and *mdx* MuSCs by bulk and single‐cell RNA sequencing (RNA‐seq) at multiple stages in the myogenic differentiation trajectory.

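Bulk RNA-seq covered 24 libraries in 8 groups of 3 biological replicates: FiMuSCs, AMuSCs, primary myoblasts and myotubes of WT and *mdx* mice. All mice carried a nuclear GFP reporter of *Pax7*, the transcription factor that marks MuSCs. FiMuSCs came from uninjured hindlimb muscle. AMuSCs came from hindlimb muscle 3 days after injection of cardiotoxin (CTX), a snake venom toxin that destroys myofibres and starts regeneration. According to the submitters' labels, both were sorted for GFP and α7-integrin and against CD31, CD45, SCA1 and CD11b. These surface proteins mark endothelial cells, leukocytes, mesenchymal progenitors and myeloid cells. Myoblasts, the proliferating progeny of MuSCs, were isolated on magnetic columns with antibodies against the same lineages and grown on collagen. Myotubes, the fused and differentiated cells, were formed from myoblasts in 2 days. RNA of sorted and of cultured cells was extracted with different kits, so the kit and the origin of the cells cannot be told apart between these states.
The deposited files hold expected counts per transcript as the authors' quantification gave them, and the submitters' processing notes name Salmon 0.13.1, DESeq2 and GRCm38. Totals per library ranged from 37280196 to 44436564 (median 38093419) in WT FiMuSCs and from 39619889 to 48552652 (median 43394683) in *mdx* FiMuSCs. In AMuSCs they ranged from 44089837 to 57229852 (median 56172788) in WT and from 48132945 to 56673199 (median 56179684) in *mdx*. In myoblasts they ranged from 58343353 to 60728580 (median 58452089) in WT and from 40167166 to 56882649 (median 54639175) in *mdx*. In myotubes they ranged from 37337731 to 44836107 (median 40913440) in WT and from 39600017 to 64429222 (median 46581982) in *mdx*.
Counts were summed per gene, rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test within the 6 libraries of each state. The biological coefficient of variation was 0.276 in FiMuSCs, 0.380 in AMuSCs, 0.335 in myoblasts and 0.250 in myotubes, so the spread between replicates rather than depth set the precision for all but the lowest genes. Expression is given as CPM, counts scaled to the same total in each library, with the SD over 3 libraries, scaled within the libraries of a comparison unless stated otherwise. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1. Where leaving out 1 library left 2 in a group, the spread was pooled over both groups. The 33 lists of genes for pathways and cell types were fixed before the data were examined but after Data S1 and Data S2 had been read, so their directions are not independent evidence. Each list was tested with camera, which compares its members with all other genes, at a preset correlation of 0.01 between genes. With an estimated correlation, no list passed in any comparison reported for these libraries at an adjusted p under 0.05. The number of members called is also given with p adjusted over the list alone. For a gene reported as called, each other setting under which its call ended is given, and the call held in the other settings run apart from a replicate block.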

Bulk RNA‐seq was performed in biological triplicates on myogenic cells prospectively isolated from WT and *mdx* mice before injury and at 3 dpi, termed freshly isolated (Fi)MuSC and activated (A)MuSCs, and from cultured primary myoblasts and 2‐day differentiated myotubes (Figure S5A–C). 

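Genes of MuSCs, of proliferation and of differentiation differed in level between the states. *Pax7* was at 1604 ± 306 CPM (SD, n = 3, scaled over all 24 libraries) in WT FiMuSCs, 356 ± 21.5 in WT AMuSCs, 155 ± 12.7 in WT myoblasts and 22.0 ± 2.10 in WT myotubes. *Mki67*, a marker of proliferating cells, was at 35.9 ± 15.2, 631 ± 26.2, 314 ± 13.7 and 4.43 ± 2.12 CPM in the same 4 groups. *Myog*, the transcription factor of terminal differentiation, was at 14.3 ± 2.75 CPM in WT FiMuSCs, 164 ± 31.2 in WT AMuSCs, 119 ± 118 in WT myoblasts and 1385 ± 80.9 in WT myotubes. In *mdx* libraries *Pax7* was at 1743 ± 241 CPM in FiMuSCs, 809 ± 53.1 in AMuSCs, 183 ± 45.6 in myoblasts and 27.2 ± 6.91 in myotubes.
In a PCA of the 500 most variable genes, component 1 held 68.7% and component 2 held 14.9% of the variance. Mean positions on component 1 were −78.5 ± 2.78 (SD, n = 3) for WT FiMuSCs, −13.1 ± 11.3 for WT AMuSCs, 53.4 ± 9.53 for WT myoblasts and 85.8 ± 0.158 for WT myotubes. The *mdx* libraries had means of −82.8 ± 4.05, −53.5 ± 12.5, 15.3 ± 32.7 and 73.5 ± 10.1 in the same states. Over all 22319 genes kept, cell state accounted for 71.0% of the sum of squares of log2 CPM, genotype for 4.55%, their interaction for 6.32% and differences between replicates for 18.1%.

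**Figure D1:**
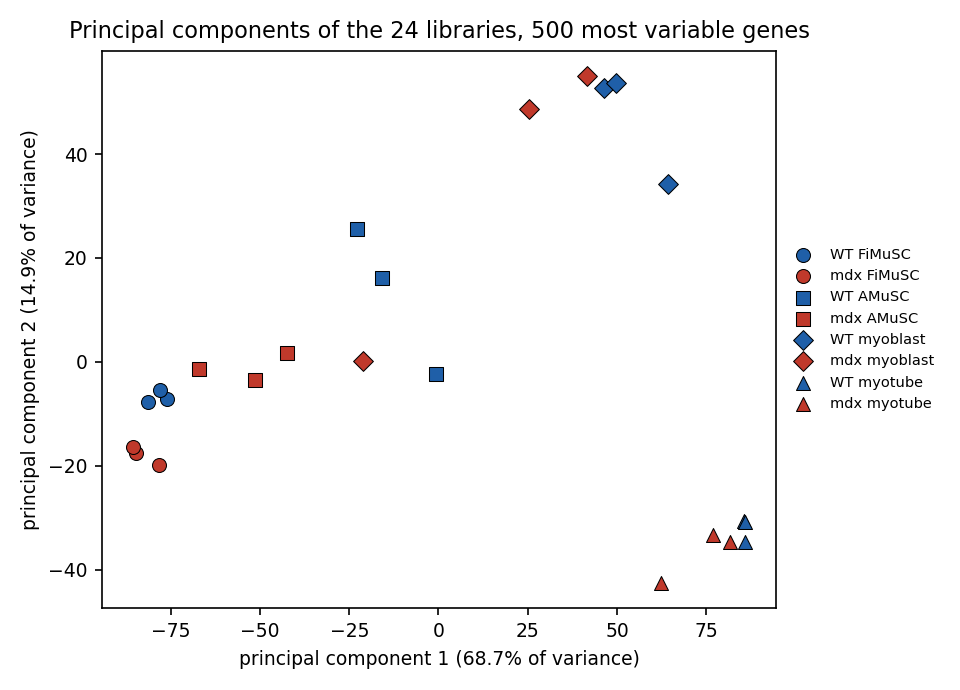
Principal components of the 24 libraries, with component 1 (68.7% of variance) on the x axis and component 2 (14.9%) on the y axis. Each point is 1 library, with circles for FiMuSCs, squares for AMuSCs, diamonds for myoblasts and triangles for myotubes, WT in blue and *mdx* in red. FiMuSCs lie at the left and myotubes at the right, and 1 *mdx* myoblast library lies at −21.2 on component 1, among the AMuSCs.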

Principal component analysis (PCA) of the bulk RNA‐seq libraries revealed that cell state is a primary driver of variance (Figure S5C,D). Although the FiMuSC and 2‐day differentiated myotube grouped by myogenic state regardless of genotype, greater variance between genotypes was observed in the AMuSC and myoblast libraries. 

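In AMuSCs, the *mdx* and WT group means lay 42.9 units apart in the plane of components 1 and 2. In myoblasts they lay 40.0 apart, in myotubes 13.2 and in FiMuSCs 11.9. Replicates differed as well. The mean distance of a library to its own group mean was 11.3 in AMuSCs, 22.4 in myoblasts, 5.17 in myotubes and 2.86 in FiMuSCs. The distance between genotypes was thus 4.18 times the spread of replicates in FiMuSCs, 3.78 times in AMuSCs, 2.55 times in myotubes and 1.79 times in myoblasts. In each state the real grouping gave the largest distance of all regroupings of its 6 libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Within a state, genotype accounted for 43.0% of the sum of squares over all genes in FiMuSCs, 46.3% in AMuSCs, 29.3% in myoblasts and 28.9% in myotubes.
The spread of the *mdx* myoblasts, 33.6 against 11.2 in WT myoblasts, came with genes of sorted MuSCs in *mdx* myoblast replicate 2. *Calcr*, the calcitonin receptor that holds MuSCs in quiescence, was at 20.8 CPM in that library against 0.103 and 1.09 in the other *mdx* myoblasts and at most 0.234 in WT myoblasts. *Chrdl2*, another gene of quiescent MuSCs, was at 13.8 CPM against 0 and 0.632. That library lay at −21.2 on component 1, and the other *mdx* myoblasts at 41.7 and 25.5. Without it the myoblast distance was 20.6, or 2.00 times the spread. Without *mdx* myoblast replicate 1 the distance was 56.1, or 2.77 times the spread. In myotubes, the distance was 7.47 without *mdx* myotube replicate 3, and 3.95 times the spread without *mdx* myotube replicate 2. In FiMuSCs the ratio was 2.76 after a variance stabilizing transformation, 1.35 with all genes in the PCA (exact permutation p = 0.3) and 1.75 with distances over all genes. With distances over all genes it was 1.90 in AMuSCs and 1.28 in myotubes.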

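The gene *Dmd*, which carries the *mdx* point mutation, encodes dystrophin and lies on chromosome X of GRCm38 from 82948870 to 85206141 (ENSMUSG00000045103). In myotubes it fell in *mdx* to 33.4 ± 3.71 CPM (SD, n = 3) from 172.4 ± 11.6 in WT, a log2 fold change of −2.37 (standard error 0.105, adjusted p = 0.000217 from edgeR). In FiMuSCs it fell to 168.8 ± 5.42 CPM from 287 ± 16.7, a log2 fold change of −0.76 (adjusted p = 0.00437). In AMuSCs the log2 fold change was 0.44 (adjusted p = 0.301) and in myoblasts 0.63 (adjusted p = 0.819), at 12.1 ± 14.7 CPM in *mdx* and 7.84 ± 4.93 in WT myoblasts. The myoblast value was −1.09 without *mdx* myoblast replicate 2, the library with genes of sorted MuSCs. The full-length transcript, 1 annotated transcript over 10 kb, was at 5.62 ± 0.292 TPM in WT and 1.07 ± 0.140 in *mdx* myotubes. It was at 7.33 ± 0.707 TPM in WT and 3.30 ± 0.341 in *mdx* FiMuSCs. The 13 shorter transcripts together were at 57.6 ± 3.71 TPM in WT and 41.8 ± 1.68 in *mdx* FiMuSCs, and at 16.7 ± 1.97 and 2.58 ± 0.339 in myotubes. In AMuSCs the full-length transcript was at 0.241 ± 0.0581 TPM in WT and 0.298 ± 0.194 in *mdx*, and in myoblasts at 0.172 ± 0.182 and 0.191 ± 0.299. Split between transcripts that share exons, these TPM values are estimates. The *Dmd* calls in FiMuSCs and myotubes ended with all 24 libraries in one fit.

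**Figure D2:**
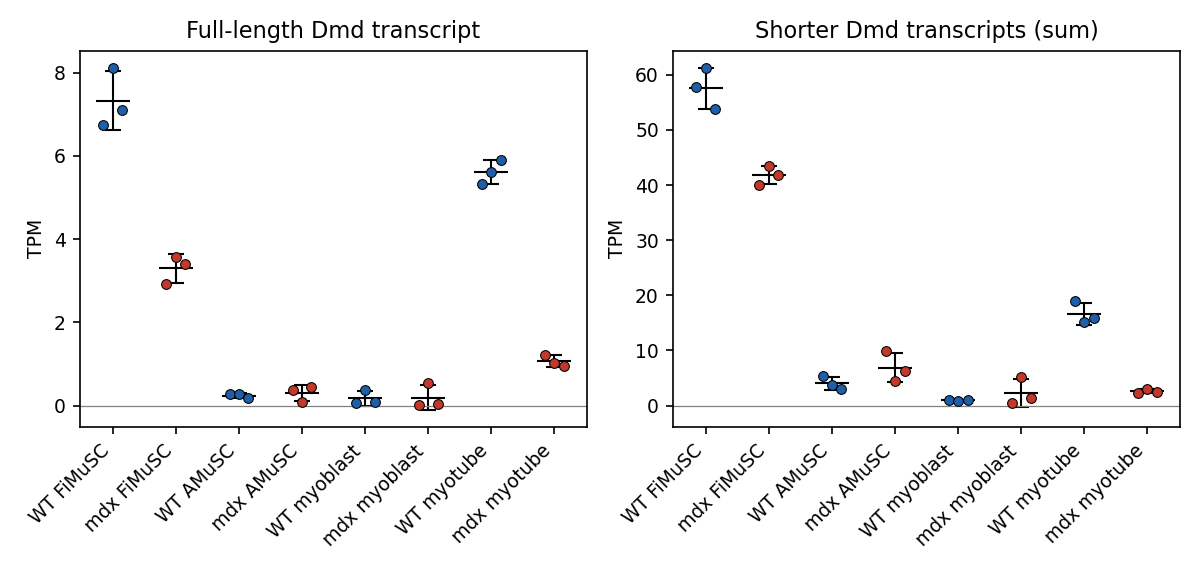
*Dmd* expression in TPM for each of the 24 libraries by genotype and state, with the full-length transcript in one panel and the sum of the shorter transcripts in the other. Points are libraries and bars are the mean ± SD of 3 libraries. In *mdx* myotubes the full-length transcript was at 1.07 ± 0.140 TPM against 5.62 ± 0.292 in WT.

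In myotubes, 60 genes were higher and 35 were lower in *mdx* of 16084 tested. *Col1a1* and *Col1a2*, the chains of type I collagen, rose by log2 fold changes of 4.17 and 4.10 in *mdx* myotubes (adjusted p = 0.0262 and 0.0171 from edgeR). They were among 3 of 23 genes of the extracellular matrix called higher, with none lower (9 higher when adjusted over the list alone, camera adjusted p = 5.66e-06, adjusted p = 0.387 with an estimated correlation). None of these 3 was called without WT myotube replicate 1, 2 or 3, and *Col1a1* was not called with a transcript length offset (adjusted p = 0.359) and *Col1a2* not with all 24 libraries in one fit (0.0503). DESeq2 called 9 matrix genes higher, and 6 were higher with no filter on low counts. Markers of other cells were measured too. *Pecam1*, a marker of endothelial cells, rose by 1.37 (adjusted p = 0.0383). Its call ended without WT replicates 1, 2 and 3 (adjusted p = 0.252, 0.168 and 0.192) and *mdx* replicates 2 and 3 (0.0587 and 0.137), with a length offset (0.0750) and with all 24 libraries in one fit (0.332). *Pdgfrb*, a receptor of mesenchymal cells, had a log2 fold change of 2.09 (adjusted p = 0.116 from edgeR, 3.37e-06 from DESeq2). Markers of fibro-adipogenic progenitors and of macrophages had a mean log2 CPM of −0.89 and −0.29 in *mdx* myotube replicate 3, and under −2 in every other myotube library. Genes of differentiation had log2 fold changes of −0.03 for *Mymk*, the myoblast fusion protein, −0.28 for *Acta1*, skeletal actin, −0.20 for *Ckm*, muscle creatine kinase, and 0.28 for *Myog*, none of them called. The 25 genes of commitment and differentiation had a median of −0.23 (camera adjusted p = 0.00777, adjusted p = 0.823 with an estimated correlation). None was called by edgeR, 7 were lower at an unadjusted p under 0.05 and 3 by DESeq2. The camera adjusted p was 0.0585 without WT replicate 3 and 0.0520 without *mdx* replicate 1. The lists of the cell cycle and of DNA replication had medians of 0.87 and 0.24 (camera adjusted p = 0.000527 and 0.0100, adjusted p = 0.823 for both with an estimated correlation). No member was called by edgeR, with 8 and 4 higher at an unadjusted p under 0.05 and 4 and 0 by DESeq2. These values were 0.0567 and 0.580 without *mdx* replicate 3, where cell cycle genes had a mean log2 CPM of 3.28 against 1.33 to 2.04 in the other myotubes. Without WT replicate 3 that of DNA replication was 0.121. The myotube total of 95 was 14, 17 and 22 without WT replicates 1, 2 and 3, and 235, 146 and 33 without *mdx* replicates 1, 2 and 3.
In myoblasts, 42 genes were higher and 20 were lower in *mdx* of 17226 tested, and no member of any list was called by edgeR. *Ptprf*, a receptor tyrosine phosphatase, rose to 65.5 ± 19.9 CPM from 6.08 ± 1.39, a log2 fold change of 3.43 (adjusted p = 0.0169). Its call ended without WT myoblast replicates 1, 2 and 3 and without *mdx* replicate 3 (adjusted p = 0.124, 0.0727, 0.107 and 0.0642). The 15 interferon-response genes tested had a median log2 fold change of 1.93, with 10 higher when adjusted over the list alone, 11 at an unadjusted p under 0.05 and 11 by DESeq2 (camera adjusted p = 5.53e-09, adjusted p = 0.662 with an estimated correlation). Their mean log2 CPM was 0.51, 1.69 and 0.79 in *mdx* myoblast replicates 1, 2 and 3 and −1.25 to −0.49 in WT, and that of macrophage markers was −2.32, 3.11 and −1.09 in the same *mdx* libraries. Beside these 62 calls, 2488 genes had an unadjusted p under 0.05, and DESeq2 called 889. In myotubes these numbers were 2180 and 686. The myoblast total was 12, 9 and 13 without WT replicates 1, 2 and 3, and 125, 41 and 24 without *mdx* replicates 1, 2 and 3. Pseudogenes made up 18 of the 62 genes called in myoblasts and 26 of the 95 in myotubes, and 43 of these 44 matched a coding gene at 90% identity or more, so reads could be shared between them.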

We next performed differential gene expression testing between genotypes for all conditions (Data S1).

Differential gene expression (DGE) analysis between the WT and *mdx* FiMuSC libraries identified 1089 upregulated and 613 downregulated genes in *mdx* FiMuSCs (Figure S5E and Data S1). 

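Genes changed in both directions in *mdx* FiMuSCs. *Pappa*, a secreted protease that releases insulin-like growth factors from their binding proteins (ENSMUSG00000028370, chromosome 4 of GRCm38, 65124174 to 65357509), rose to 38.5 ± 14.1 CPM (SD, n = 3) from 0.613 ± 0.284 in WT. This is a log2 fold change of 5.98 (standard error 0.445, adjusted p = 0.00167 from edgeR). *Ereg*, a ligand of the epidermal growth factor receptor, rose by a log2 fold change of 6.73 (adjusted p = 0.00525), from 0.173 ± 0.153 to 18.3 ± 9.94 CPM. *Col8a1*, a short-chain collagen (ENSMUSG00000068196, chromosome 16, 57624258 to 57754737), rose to 212.4 ± 7.72 CPM from 9.77 ± 3.68. *Vegfa*, the vascular endothelial growth factor (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369), fell to 31.0 ± 4.57 CPM from 118.9 ± 3.29, a log2 fold change of −1.94 (standard error 0.119, adjusted p = 0.000927). *Kcnma1*, a calcium-activated potassium channel, fell by −3.36 (adjusted p = 0.000574). *Slc22a3*, a transporter of organic cations, fell to 0.400 ± 0.0628 CPM from 48.2 ± 38.8, a log2 fold change of −6.91.
Of 19406 genes tested, 1129 were higher and 747 were lower in *mdx* FiMuSCs at an adjusted p under 0.05, and 4961 had an unadjusted p under 0.05. In 31.8% of the genes tested the libraries of the genotypes did not overlap, where chance gives 10%. The total of 1876 was 735 and 600 without WT replicates 2 and 3, and 511 and 698 without *mdx* replicates 2 and 3. DESeq2 called 3135 genes. The genes named here were called in every one of these fits. *Pappa*, *Ereg*, *Col8a1*, *Vegfa*, *Kcnma1* and *Slc22a3* were each among the 10 largest changes of their direction or belonged to a list fixed beforehand.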

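In *mdx* FiMuSCs some single growth factors and receptors rose, while the growth factor *Vegfa* fell by −1.94. Growth factors and receptors were not tested as a list of their own. The test of cell cycle genes depended on 1 WT library. *Igf2*, the insulin-like growth factor of fetal and regenerating muscle (ENSMUSG00000048583, chromosome 7 of GRCm38, 142650766 to 142666816), rose to 798.9 ± 112.4 CPM (SD, n = 3) from 166.1 ± 20.3. *Adgrl3*, an adhesion receptor (ENSMUSG00000037605, chromosome 5, 81020138 to 81825133), rose to 100.2 ± 2.77 CPM from 13.0 ± 0.886, a log2 fold change of 2.95 (standard error 0.0869, adjusted p = 0.000138 from edgeR). *Pdgfc*, a platelet-derived growth factor, and *Lpar3*, a receptor of lysophosphatidic acid, rose by 2.29 and 3.39 (adjusted p = 0.000574 and 0.000743). Of the 24 genes of S, G2 and M phase, none was called higher or lower by edgeR or DESeq2, none had an unadjusted p under 0.05, their mean difference in log2 CPM was 0.31 and their camera adjusted p was 0.138. Their mean log2 CPM was 3.53, 2.65 and 2.13 in WT replicates 1, 2 and 3 and 3.09, 2.94 and 3.20 in *mdx*. Without WT FiMuSC replicate 1 the difference was 0.69, 1 gene was higher and the camera adjusted p was 2.53e-06. *Mki67* had a log2 fold change of 0.32 (adjusted p = 0.537). Of the 38 genes of DNA replication none was higher, 1 was lower and their median was 0.23. At an unadjusted p under 0.05 11 were higher and 3 lower, and by DESeq2 5 and 2 (none called when adjusted over the list alone, camera adjusted p = 0.0242, adjusted p = 0.981 with an estimated correlation). The camera adjusted p was 0.165, 0.1295 and 0.0851 without WT replicates 2 and 3 and *mdx* replicate 1, and 0.128 with a length offset. Without WT FiMuSC replicate 1, 9 of the 38 were higher, and without *mdx* FiMuSC replicate 1, 1 was higher and 3 were lower.
Counts without 1 library are given for the lists in the order WT replicates 1, 2 and 3, then *mdx* replicates 1, 2 and 3. Of the 20 genes of quiescence and stemness, 4 fell and none rose (6 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.00571, adjusted p = 0.609 with an estimated correlation). Without 1 library the number lower was 3, 1, 1, 7, 1 and 1. *Chrdl2*, a gene of quiescent MuSCs (ENSMUSG00000030732, chromosome 7, 100006172 to 100034728), fell to 64.9 ± 13.2 CPM from 385 ± 87.6, a log2 fold change of −2.57 (adjusted p = 0.00275), and was not called with all 24 libraries in one fit (adjusted p = 0.0921). *Pax7* had a log2 fold change of 0.13 (adjusted p = 0.688) and *Calcr* of −0.99 (adjusted p = 0.0544, but 0.000908 from DESeq2 and 0.0128 without *mdx* FiMuSC replicate 1). Of 23 genes of the actin cytoskeleton and motility, 4 rose and none fell (7 higher when adjusted over the list alone, camera adjusted p = 0.00571, adjusted p = 0.609 with an estimated correlation), among them *Actn1*, an actin crosslinker, by 0.71 (adjusted p = 0.00814). Without 1 library 4, 2, 2, 5, 1 and 2 were higher. Of 23 genes of the extracellular matrix, 7 rose and 1 fell (13 and 4 when adjusted over the list alone, camera adjusted p = 0.0233, adjusted p = 0.609 with an estimated correlation). Without 1 library 7, 3, 3, 7, 3 and 3 were higher and 4, 0, 0, 0, 0 and 0 lower, and the camera adjusted p was 0.255 without WT replicate 1. *Col1a2* rose by 3.00 (adjusted p = 0.00367) and *Bgn*, biglycan, by 1.07 (adjusted p = 0.00126). Endothelial markers had a mean log2 CPM of 6.04, 4.55 and 4.49 in *mdx* replicates 1, 2 and 3 and 4.40, 3.61 and 4.10 in WT. Markers of fibro-adipogenic progenitors were at 2.74, 2.31 and 2.78 in *mdx* and 2.36, 1.89 and 1.54 in WT. Whether such cells gave the matrix genes was not tested. Of 12 targets of p53 and genes of senescence, 4 rose (4 when adjusted over the list alone, camera adjusted p = 0.00571, adjusted p = 0.609 with an estimated correlation), and 5, 1, 2, 5, 2 and 1 without 1 library. *Igfbp3*, a binding protein of insulin-like growth factors, rose by 1.92 (adjusted p = 0.00523). DESeq2 called 7 quiescence genes lower and 11 matrix and 7 actin genes higher. In one fit of all 24 libraries 1 quiescence gene was lower, and 4 matrix genes were higher with no filter on low counts and 3 with a length offset.
The study chose the genes listed under its GO terms from these libraries, so their direction is not independent evidence. For population proliferation, 68 of the 82 genes of the term were shown in the copy of Data S2 used here and 66 were tested, of which 48 were higher and 1 was lower. Without 1 library 46, 26, 28, 57, 23 and 31 were higher. For tissue development 37 of 51 were higher and 1 was lower, with 35, 19, 23, 43, 19 and 20 higher without 1 library. For response to external stimulus, 66 of 75 genes were shown and 45 of 60 tested were higher and 1 was lower, with 30, 20, 17, 54, 18 and 26 higher without 1 library and 26 with no filter on low counts. For cell motility 39 of 45 were higher and none was lower, with 34, 19, 20, 43, 19 and 24 higher without 1 library. The 1 gene lower in a term was not called without any 1 of these libraries.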

Gene ontology (GO) analysis of the upregulated genes in the *mdx* FiMuSC library identified terms including ‘cell population proliferation’, ‘tissue development’, ‘response to external stimulus’ and ‘cell motility’ (Figure 5A and Data S2), indicating that *mdx* MuSCs are not completely quiescent. 

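Genes of the interferon response and of antigen-presenting cells rose together in *mdx* FiMuSCs. Of 19 interferon-response genes, 12 rose and none fell (16 higher when adjusted over the list alone), with a median log2 fold change of 1.52 (camera adjusted p = 6.62e-10, adjusted p = 0.609 with an estimated correlation). *Irf7*, a transcription factor that amplifies interferon signalling (ENSMUSG00000025498, chromosome 7 of GRCm38, 141262706 to 141266481), rose to 24.8 ± 1.68 CPM (SD, n = 3) from 8.42 ± 0.432. This is a log2 fold change of 1.56 (standard error 0.113, adjusted p = 0.00126 from edgeR). *Oasl2*, an antiviral protein, rose by 1.52 (adjusted p = 0.00569). With all 24 libraries in one fit neither gene was called (adjusted p = 0.102 and 0.0657). Of 30 genes of cytokine and inflammatory response, 6 rose and none fell (13 higher when adjusted over the list alone, camera adjusted p = 2.27e-05, adjusted p = 0.884 with an estimated correlation).
Markers of leukocytes moved with these genes. Of 20 macrophage markers, 13 rose and none fell (20 higher when adjusted over the list alone), with a median of 2.94 (camera adjusted p = 8.69e-11, adjusted p = 0.609 with an estimated correlation). *C1qc*, a chain of complement C1q (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065), rose to 40.5 ± 20.4 CPM from 2.62 ± 1.05, and *Ms4a7*, a macrophage membrane protein, rose by a log2 fold change of 3.75. All 7 genes of MHC class II antigen presentation rose (7 when adjusted over the list alone, camera adjusted p = 2.27e-05, adjusted p = 0.609 with an estimated correlation), with *H2-DMb1*, which loads peptides, at 11.2 ± 5.63 CPM against 1.10 ± 0.282. With all 24 libraries in one fit, *C1qc*, *Ms4a7* and *H2-DMb1* were not called (adjusted p = 0.162, 0.141 and 0.0688). *Ptprc*, which encodes CD45 and was selected against in the sort, had a log2 fold change of 1.34 (adjusted p = 0.212), at 17.3, 27.1 and 47.0 CPM in *mdx* replicates 1, 2 and 3 and 7.71, 22.7 and 5.83 in WT. Of the 8 pan-leukocyte markers 1 rose (1 when adjusted over the list alone, median 1.45, camera adjusted p = 0.00916, but 0.0632 without WT replicate 1, adjusted p = 0.942 with an estimated correlation). None of the 10 neutrophil markers was called by edgeR or DESeq2 or had an unadjusted p under 0.05, and their median was −0.65.
The number of calls changed when 1 library was left out. A fit with fewer libraries has less power, so the loss of a call does not by itself show dependence on the library left out. Without WT replicates 1, 2 and 3, then without *mdx* replicates 1, 2 and 3, 14, 7, 3, 10, 2 and 6 interferon-response genes were higher. The counts were 4, 1, 1, 13, 0 and 3 for cytokine genes, 5, 10, 4, 13, 3 and 6 for macrophage markers, 1, 6, 1, 6, 1 and 1 for MHC class II genes and 0, 1, 0, 1, 0 and 0 for pan-leukocyte markers. With no filter on low counts 2 cytokine genes, 3 macrophage markers and 1 MHC class II gene were higher. In one fit of all 24 libraries 2 interferon-response genes, 11 cytokine genes, 1 macrophage marker and 0 MHC class II genes were higher, and DESeq2 called 16 cytokine genes higher.
For the genes the study lists under its GO terms, which it chose from these libraries, 33 of 45 tested for immune response were higher and 1 was lower. For inflammatory response 25 of 35 were higher, and for response to cytokine 32 of 45 were higher and 1 was lower. Without the same libraries in the same order, 23, 16, 12, 42, 14 and 22 were higher for immune response, 20, 12, 9, 33, 8 and 14 for inflammatory response and 24, 14, 12, 40, 13 and 19 for response to cytokine. With no filter on low counts 14 were higher for inflammatory response and 20 for response to cytokine. The 1 gene lower in a term was not called when any 1 library was left out. *Trem2*, a receptor of phagocytic cells, rose by a log2 fold change of 4.19 (adjusted p = 0.00416, and 0.0601 with all 24 libraries in one fit), and *C3ar1*, the receptor of complement C3a, by 4.49 (adjusted p = 0.00492).

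**Figure D3:**
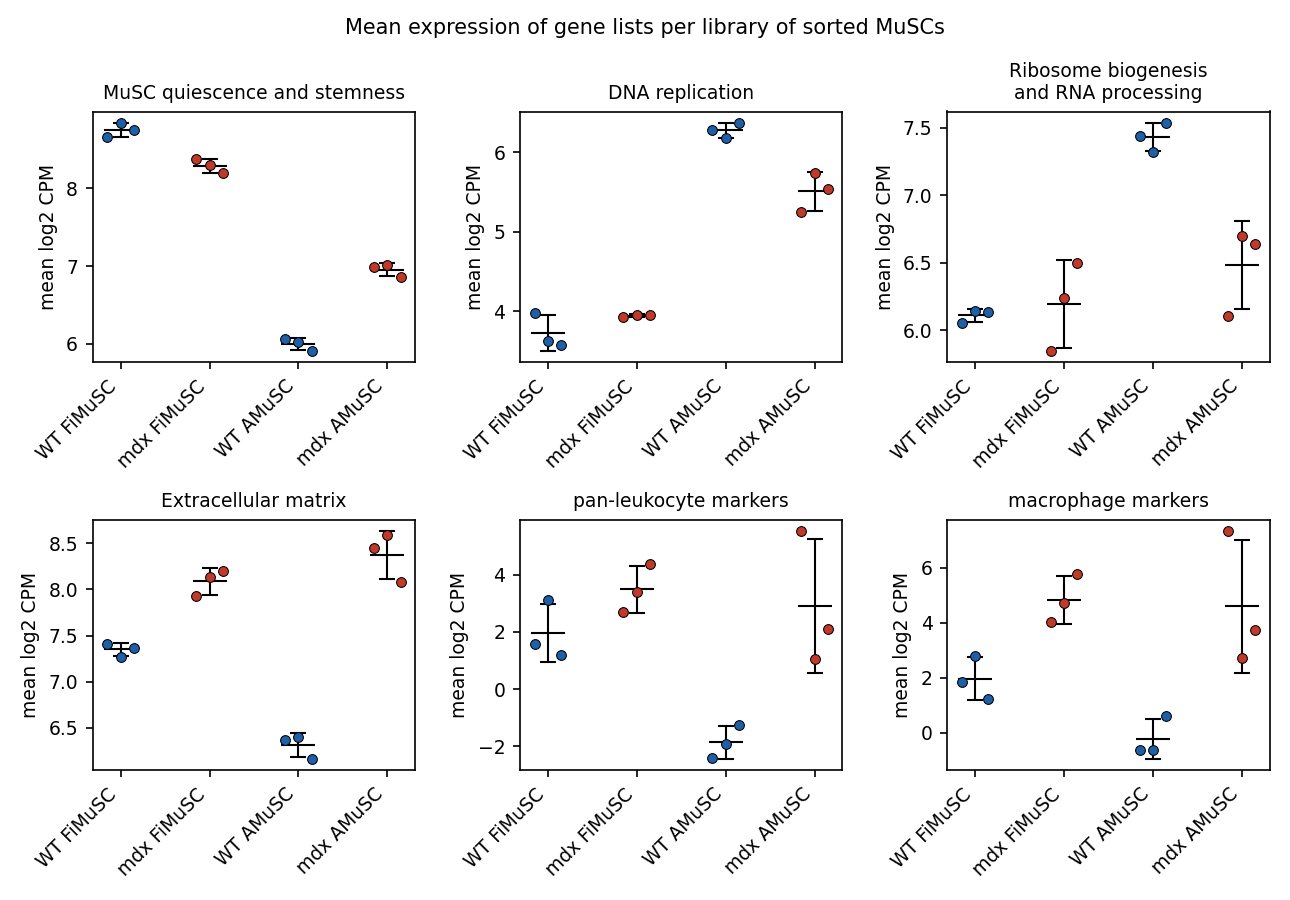
Mean log2 CPM of the members of 6 gene lists in each FiMuSC and AMuSC library, by genotype. Points are libraries and bars are the mean ± SD of 3 libraries. Macrophage markers ranged from 4.02 to 5.76 in *mdx* FiMuSCs and from 1.22 to 2.79 in WT FiMuSCs, and were at 7.34 in 1 *mdx* AMuSC library.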

Further, terms related to the immune response were identified that reflect the inflammatory milieu surrounding *mdx* MuSCs. GO analysis on the downregulated genes in the *mdx* FiMuSC library highlighted terms such as ‘cell differentiation’ and ‘muscle tissue development’, suggesting that despite increased proliferation *mdx* MuSCs have reduced commitment capacities (Figure 5A).

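With all libraries, more genes of muscle differentiation were called higher than lower in *mdx* FiMuSCs, and some fell. Of 25 genes of myogenic commitment and differentiation, 8 rose and 1 fell (15 and 2 when adjusted over the list alone), with a median log2 fold change of 1.16 (camera adjusted p = 1.43e-05, adjusted p = 0.752 with an estimated correlation). *Tnnt1*, the slow skeletal troponin T (ENSMUSG00000064179, chromosome 7 of GRCm38, 4504570 to 4516382), fell to 17.0 ± 2.28 CPM (SD, n = 3) from 43.2 ± 5.11. *Myog* rose by 0.81, and *Cdkn1c*, a cell cycle inhibitor of differentiating myoblasts, by 1.16 (adjusted p = 0.0128 from edgeR). *Myf5*, a factor of the myogenic lineage, fell by −0.80 (adjusted p = 0.0435), and *Myod1* had a log2 fold change of −0.16 and was not called. Of 13 genes of mature myofibres, 3 rose and 1 fell (7 and 2 when adjusted over the list alone, median 0.64, camera adjusted p = 0.143, but 0.0406 without *mdx* replicate 3).
The number of genes called changed with the library left out. Each such fit has fewer libraries and so less power, so a lost call cannot be ascribed to that library alone. Without WT replicates 1, 2 and 3, then without *mdx* replicates 1, 2 and 3, the number of commitment genes higher was 13, 1, 2, 7, 0 and 3, and of myofibre genes 5, 0, 0, 2, 0 and 1. DESeq2 called 14 commitment and 6 myofibre genes higher, and 2 commitment genes were higher in one fit of all 24 libraries. The call of *Cdkn1c* ended without WT replicate 2 and *mdx* replicate 2 (adjusted p = 0.0567 and 0.0573), and that of *Myog* without *mdx* replicates 2 and 3 (adjusted p = 0.0837 and 0.0784). In one fit of all 24 libraries they were 0.292 for *Cdkn1c* and 0.454 for *Myog*. *Myf5* was not called without WT replicates 1, 2 and 3 or *mdx* replicates 2 and 3 (adjusted p = 0.0911, 0.0922, 0.137, 0.152 and 0.116), with a transcript length offset (0.0568) or with all 24 libraries in one fit (0.201). *Tnnt1* was called in each of these fits.
Data S2 lists 415 genes under cell differentiation and 77 under muscle tissue development, of which 66 and 67 were shown in the copy used here. The study chose these genes from the same libraries. Of 63 tested for cell differentiation, 26 were higher and 14 were lower, and of 66 for muscle tissue development 28 were higher and 14 were lower. *Mapt*, a microtubule-binding protein, fell by −2.21 (adjusted p = 0.00109, and 0.0814 with all 24 libraries in one fit), and *Csrp2*, a LIM-domain protein of muscle cells, by −1.49 (adjusted p = 0.00174). Without 1 library, in the order above, the numbers lower were 15, 6, 7, 15, 6 and 7 for cell differentiation and 12, 4, 5, 16, 4 and 5 for muscle tissue development. The numbers higher were 27, 8, 9, 30, 9 and 11, and 30, 12, 12, 32, 10 and 13. DESeq2 on all 24 libraries with a length offset called 41 higher for cell differentiation and 22 lower for muscle tissue development.

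**Figure D4:**
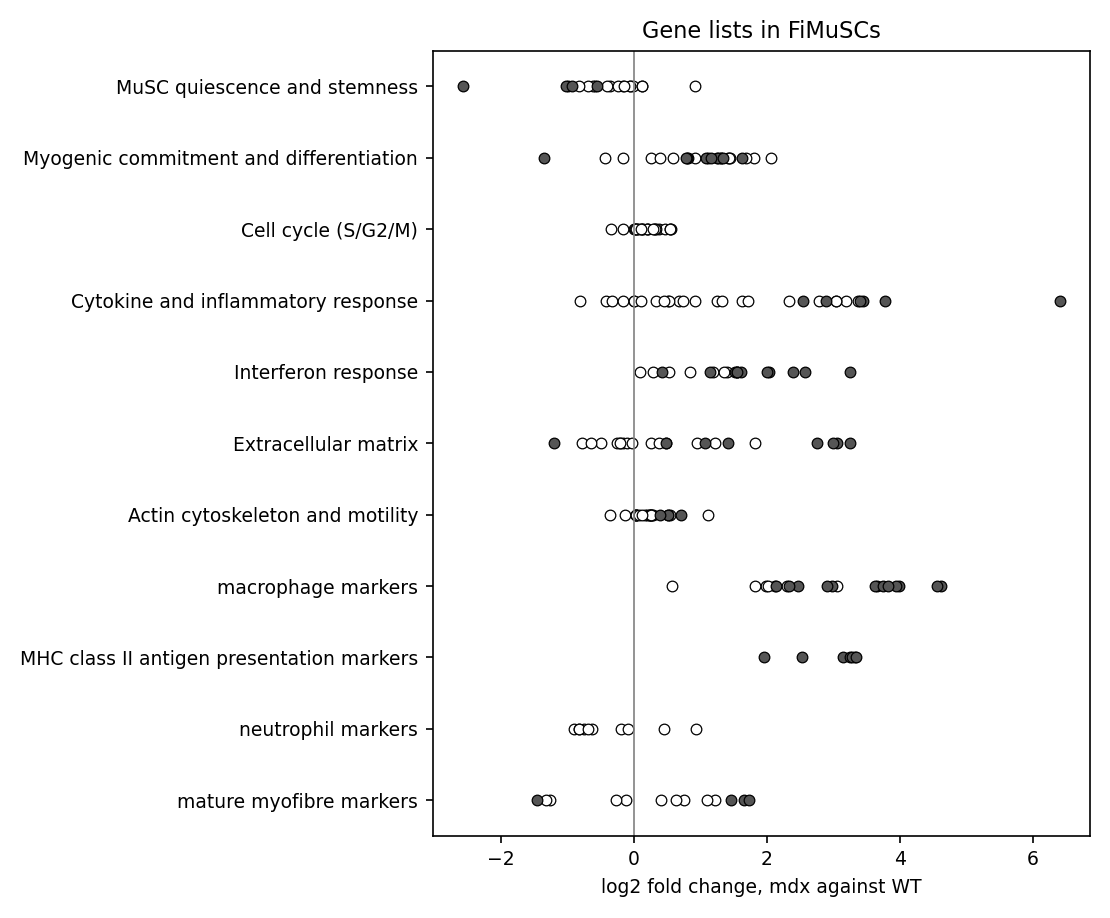
Log2 fold change of each member of 11 gene lists in *mdx* against WT FiMuSCs, from 3 libraries per genotype. Each dot is 1 gene, filled where the adjusted p from edgeR is under 0.05. Of the 20 macrophage markers 13 are filled, and of the 24 cell cycle genes none.

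From the terms among the upregulated genes, the paper concludes that *mdx* MuSCs are not completely quiescent. From those among the downregulated genes, it proposes that commitment is reduced despite increased proliferation (Figure 5A). In the part of Data S2 shown for downregulated genes, 605 genes have a positive and 390 a negative log2 fold change in Data S1. These terms therefore do not rest on lower genes alone.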

**FIGURE 5:**
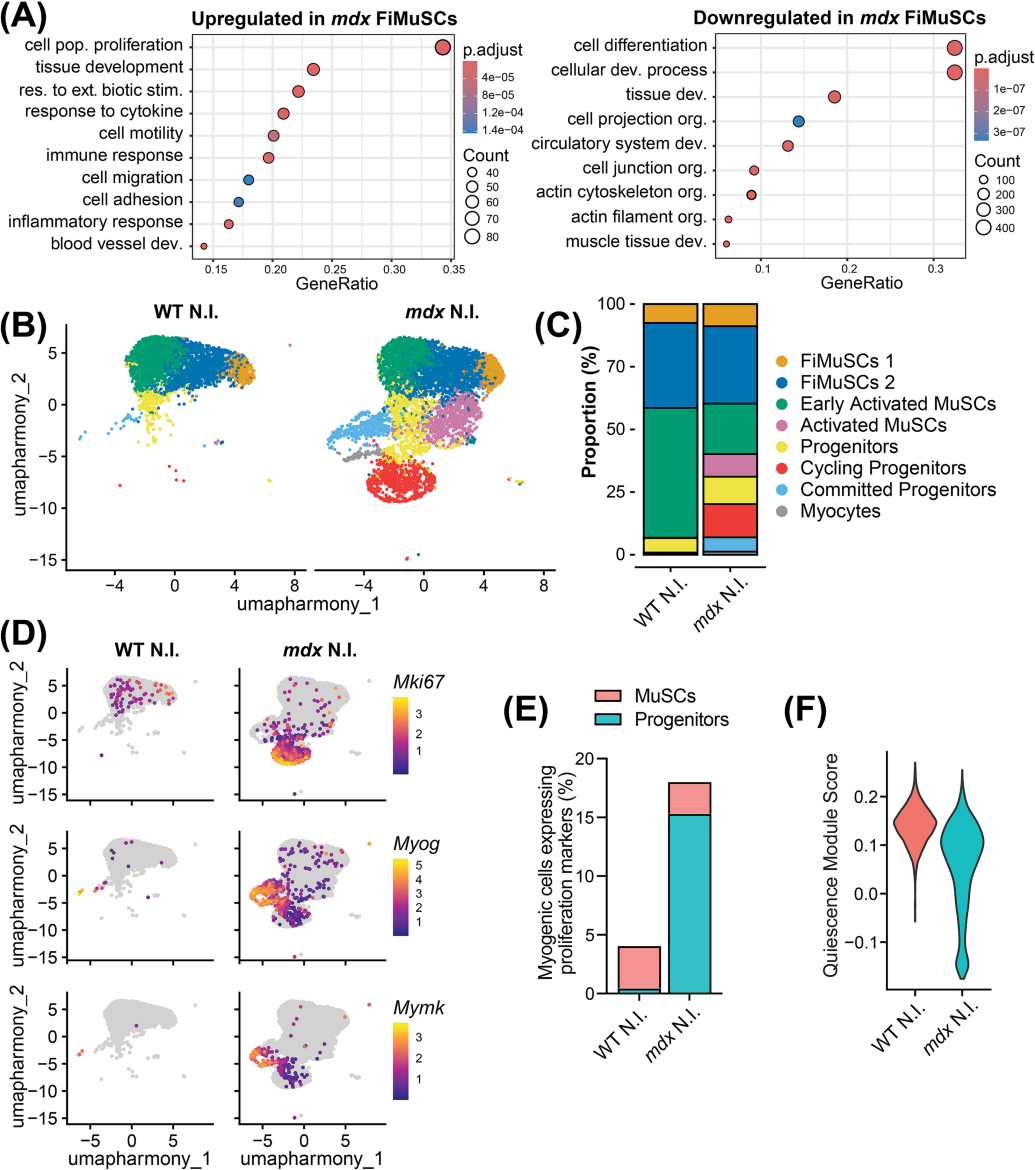
Increased activation of *mdx* MuSCs in homeostatic muscle. (A) Gene ontology term enrichment for the upregulated (left) and downregulated (right) genes (*p*_*adjusted*_ < 0.05, Log2FC > 2) in *mdx* compared to wild‐type (WT) freshly isolated muscle stem cells (FiMuSCs). (B) Uniform manifold approximation and projection (UMAP) visualization of cells (4205 WT and 6980 *mdx*) captured from uninjured MuSC libraries and coloured by cluster identity. (C) Bar plot representing cluster proportions for uninjured WT and *mdx* MuSC libraries. (D) Feature plot illustrating the expression of proliferation marker *Mki67* and commitment markers *Myog* and *Mymk*. (E) Proportion of myogenic cells expressing *Cenpa*, *Mki67* or *Cdk1*, split by MuSC and progenitor cell identity. (F) Pseudo bulk quiescence module score (top 400 enriched from Garcia‐Prat et al. [14]) divided between uninjured WT and *mdx* libraries.

Four single‐cell RNA‐seq (scRNA‐seq) libraries were also generated from MuSCs isolated from NI and 5 dpi WT and *mdx* hindlimb muscle (Figure S6A). After integration, ten clusters were identified and annotated based on differential gene expression and known cell markers (Figure S6B–E and Data S3). Three contaminating clusters, namely, *Cdh5* ^+^ ‘Endothelial Cells’, *Ckm* ^+^ ‘Myonuclei’ and *Ptprc* ^+^ ‘Immune Cells’, were equally distributed in all four libraries (1.5% and 2.4% of the WT and *mdx* cells, respectively) and were excluded from downstream analysis (Figure S6B,C).

The seven myogenic clusters encompassed the trajectory from quiescent MuSCs to myocytes. By assigning a quiescence module score to individual cells based on previously published ‘quiescence core signature’ genes, we identified three MuSC clusters with higher quiescence signatures (Figure S6F) [14], termed freshly isolated MuSCs 1 (‘FiMuSCs 1’), ‘FiMuSCs 2’ and ‘Early Activated MuSCs’ (Figure S6B,D). Elevated expression of *Pax7*, *Calcr* and oxidative phosphorylation (OxPhos) genes [15] together with the absence of myogenic regulatory factor (MRF) gene expression suggested FiMuSCs 1 was the most quiescent (Figure S6D,E). Early Activated MuSCs were enriched in early activation and stress response–associated genes that are induced upon tissue dissociation, including *Jun*, *Junb* and *Fos* (Figure S6B,D,E) [16]. The *Pax7* ^+^ ‘Activated MuSC’ cluster, identified by reduced expression of quiescence genes and extracellular matrix gene enrichment, expressed negligible markers of myogenic cell proliferation, including *Mki67, Cenpa* and *Myod1* (Figure S6D). Similarly, Seurat's CellCycleScoring function categorized less than 15% of Activated MuSCs having entered mitosis, which was consistent with the FiMuSCs 1, FiMuSC2 and Early Activated MuSCs clusters. In contrast, two myogenic progenitor clusters were identified. ‘Progenitor’ and ‘Cycling Progenitor’ expressed elevated *Myf5* and *Myod1*, whereas the latter was enriched for S/G2/M‐associated genes, including *Mki67* and *Cenpa*. ‘Committed Progenitors’ and ‘Myocytes’ were largely post‐mitotic (*Cdkn1c* ^+^) and expressed *Myog*. ‘Myocytes’ expressed elevated levels of commitment markers, including *Mymk* and *Acta1* (Figure S6D).

To investigate the intrinsic state and activation of dystrophic MuSCs, we assessed the scRNA‐seq libraries isolated from WT and *mdx* uninjured muscle. FiMuSCs 1, FiMuSCs 2 and Early Activated MuSCs accounted for 93% and 59% of the uninjured WT and *mdx* libraries, respectively. The *mdx* library instead consisted of cells across the entire myogenic continuum, from *Pax7* ^+^ quiescent MuSCs to cycling progenitors and terminally differentiating myocytes (Figure 5B,C). Further, markers of proliferation and differentiation were expressed in the *mdx* but negligibly in the WT uninjured libraries (Figure 5D).

To examine the proportion of actively proliferating MuSCs in homeostatic muscle, we first regressed the Cell Cycle score from the Seurat object using the scale.data function to ensure that cell cycle was not the primary driver of clustering. We then examined the proportion of myogenic cells from the uninjured libraries that expressed any of the cell cycle markers *Cenpa*, *Mki67* and *Cdk1*. We found that 4% of WT and 18% of *mdx* myogenic cells were actively proliferating (Figure 5E). Within this analysis, we divided cells into two groups, categorizing the four stem cell clusters as ‘MuSCs’ and the remaining clusters as ‘progenitors.’ Notably, the number of proliferating MuSCs was comparable between genotypes, whereas the number of proliferating *mdx* progenitors increased. Moreover, pseudo‐bulk analysis of the uninjured libraries revealed an overall lower quiescence module score in *mdx* myogenic cells (Figure 5F) [14]. Together, this suggests that dystrophin‐deficient MuSCs from homeostatic muscle are in an asynchronous state of activation, leading to increased numbers of progenitor cells and differentiation [12, 17]. Importantly, WT MuSCs are normally quiescent in uninjured muscle, whereas *mdx* MuSCs are pathogenically activated. Therefore, the presence of progenitors in the uninjured *mdx* libraries does not reflect the relative activation ability of *mdx* MuSCs compared to WT.

### 3.6 Reduced Commitment of *mdx* Muscle Stem Cells

The cyclic muscle degeneration and regeneration that results from myofibre fragility in *mdx* mice is not comparable to the basal level of muscle turnover that occurs in healthy muscle. Therefore, to compare the regenerative capacity of WT and *mdx* MuSCs, we examined bulk and single‐cell RNA‐seq MuSC libraries isolated from CTX‐injured muscle.

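At 3 days after CTX, quiescence genes fell and cell cycle genes rose in MuSCs of both genotypes, and the size of several responses differed. All 20 genes of quiescence and stemness fell in WT AMuSCs against WT FiMuSCs, with a median log2 fold change of −2.29 (20 when adjusted over the list alone). In *mdx*, 13 fell (15 when adjusted over the list alone), with a median of −0.95. All 24 cell cycle genes rose in both genotypes, with medians of 4.29 in WT and 3.39 in *mdx*. All 38 genes of DNA replication rose in WT, with a median of 2.60, and 37 rose in *mdx*, with a median of 1.62. Of 26 genes of ribosome biogenesis and RNA processing, which build the ribosomes of growing cells, all rose in WT, with a median of 1.44, and 5 rose in *mdx* (2 when adjusted over the list alone), with a median of 0.27.
Tested as a difference between the responses, over the 12 libraries, 17 quiescence genes had a higher response in *mdx* and none a lower one (camera adjusted p = 2.20e-11, adjusted p = 0.0590 with an estimated correlation). *Calcr* had a log2 difference of 1.96 (standard error 0.358, adjusted p = 0.00564 from edgeR), *Myf5* of 1.76 (adjusted p = 0.00221) and *Pax7* of 0.94 (adjusted p = 0.0150). With all 24 libraries in one fit the adjusted p of *Calcr* was 0.260. In FiMuSCs *Calcr* and *Myf5* already had negative log2 fold changes in *mdx* against WT, so part of their difference was present before injury. For DNA replication 28 of 38 genes had a lower response in *mdx* (32 when adjusted over the list alone, camera adjusted p = 2.68e-16, adjusted p = 0.464 with an estimated correlation), and for ribosome biogenesis 22 of 26 (24 when adjusted over the list alone, camera adjusted p = 1.31e-11, adjusted p = 0.513 with an estimated correlation). For the cell cycle 4 of 24 had a lower response (7 when adjusted over the list alone, camera adjusted p = 1.44e-06, adjusted p = 0.513 with an estimated correlation). In all, 1717 genes had a higher and 1472 a lower response in *mdx* of 21086 tested.
Markers of other cell types also moved between these sorted populations. In WT, 7 of 8 pan-leukocyte markers, 14 of 20 macrophage markers and 9 of 10 neutrophil markers fell after injury, and so did all 11 endothelial markers, with a median of −5.44. In *mdx*, none of the pan-leukocyte, macrophage or neutrophil markers was called by edgeR or DESeq2 or had an unadjusted p under 0.05, and 10 of 11 endothelial markers fell, with a median of −3.86. Without *mdx* AMuSC replicate 1, 4 pan-leukocyte, 6 macrophage and 8 neutrophil markers fell in *mdx*. In one fit of all 24 libraries 4 macrophage markers fell in WT, and with no filter on low counts 6 endothelial markers fell in *mdx*. Without WT FiMuSC and then WT AMuSC replicates 1, 2 and 3, 7, 6, 16, 5, 10 and 16 macrophage markers fell in WT. Without *mdx* FiMuSC and then *mdx* AMuSC replicates 1, 2 and 3, 8, 6, 7, 11, 6 and 9 endothelial markers fell in *mdx*.
The total of 3189 was 1813 without WT FiMuSC replicate 3, 1954 and 2033 without WT AMuSC replicates 1 and 3, 1793 and 1803 without *mdx* FiMuSC replicates 2 and 3, and 4878 without *mdx* AMuSC replicate 2. Without the WT FiMuSC, WT AMuSC, *mdx* FiMuSC and *mdx* AMuSC replicates in that order, 20, 1, 2, 1, 3, 1, 3, 1, 1, 2, 5 and 3 cell cycle genes had a lower response. The ribosome biogenesis genes that rose after injury in *mdx* were 1, 1 and 3 without *mdx* FiMuSC replicates 1, 2 and 3, and 7, 2 and 1 without *mdx* AMuSC replicates 1, 2 and 3. They were 3 with upper-quartile scaling and with a length offset, and 8 in one fit of all 24 libraries. In that fit 9 quiescence genes had a higher and 2 cell cycle genes a lower response in *mdx*. For the cell cycle DESeq2 called 7, and edgeR with a length offset 0. Upper-quartile scaling moved the median of all genes by −0.231 in the WT and −0.141 in the *mdx* injury response.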

PCA analysis of the bulk RNA‐seq libraries revealed that *mdx* AMuSC were transcriptionally more like WT FiMuSCs, whereas WT AMuSCs were more like in vitro cultured myoblasts than FiMuSCs (Figure S5C,D). 

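In the PCA plane, the *mdx* AMuSC libraries lay 12.7, 37.2 and 27.4 units from the mean of WT FiMuSCs and 129.7, 105.9 and 116.2 from the mean of WT myoblasts. The WT AMuSC libraries lay 66.7, 77.9 and 64.5 units from WT FiMuSCs and 75.8, 73.2 and 79.1 from WT myoblasts. The difference of these distances, divided by the distance of 142.4 between the reference means, was −0.643 ± 0.171 (SD, n = 3) in *mdx* and −0.0441 ± 0.0701 in WT. It was lower in all 3 *mdx* libraries than in all 3 WT libraries, by 0.598 (exact permutation test, two-sided, p = 0.1). Over all genes, the mean Spearman correlation of *mdx* AMuSCs was 0.939 with WT AMuSCs, 0.930 with *mdx* FiMuSCs, 0.904 with WT FiMuSCs and 0.890 with WT myoblasts. That of WT AMuSCs was 0.922 with WT myoblasts and 0.888 with WT FiMuSCs. These are correlations across genes, which are not independent replicates.
Genes of quiescence differed between the AMuSC groups. *Notch3*, a receptor that keeps MuSCs quiescent, was at 962.3 ± 164.1 CPM in *mdx* and 342.5 ± 30.4 in WT AMuSCs, and *Megf10*, a receptor of MuSC self-renewal, at 243.7 ± 8.41 and 101.1 ± 14.4. The difference of −0.598 became −0.421 without *mdx* AMuSC replicate 1 and −0.742 with *mdx* FiMuSCs and *mdx* myoblasts as references. With distances over all genes it was −0.207 (exact permutation test, two-sided, p = 0.2). From the PCA, the paper states that *mdx* AMuSCs resembled WT FiMuSCs and that WT AMuSCs resembled cultured myoblasts (Figure S5C,D).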

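Genes that keep MuSCs quiescent and genes of the extracellular matrix were higher in *mdx* than in WT AMuSCs. *Pax7* (ENSMUSG00000028736, chromosome 4 of GRCm38, 139737062 to 139833528) rose to 882 ± 35.2 CPM (SD, n = 3) from 395 ± 25.8, a log2 fold change of 1.16 (standard error 0.128, adjusted p = 0.00193 from edgeR). *Heyl*, a transcription factor induced by Notch (ENSMUSG00000032744, chromosome 4, 123233556 to 123249875), rose to 602 ± 106 CPM from 132 ± 20.9. *Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) rose to 445.8 ± 136.5 CPM from 18.9 ± 1.89, a log2 fold change of 4.56 (standard error 0.267, adjusted p = 0.000646). *Fn1*, which encodes fibronectin, a matrix protein of the activated niche, rose by 2.77 (adjusted p = 0.000903).
Of 20 genes of quiescence and stemness, 15 rose and 2 fell (16 and 2 when adjusted over the list alone), with a median of 1.02 (camera adjusted p = 2.04e-06, adjusted p = 0.373 with an estimated correlation). None was lower without WT replicate 1, 2 or 3 or *mdx* replicate 3, and in one fit of all 24 libraries 7 were higher. *Col5a1*, a collagen that acts on the calcitonin receptor, rose by 2.47 (adjusted p = 0.00122), and *Notch3* by 1.49 (adjusted p = 0.00199). All 23 genes of the extracellular matrix rose (23 when adjusted over the list alone), with a median of 1.99 (camera adjusted p = 1.21e-14, adjusted p = 0.373 with an estimated correlation). *Fbn1*, fibrillin, rose by 1.53. Of 13 genes of Notch signalling, 8 rose and 2 fell (9 and 2 when adjusted over the list alone, camera adjusted p = 0.00716, adjusted p = 0.428 with an estimated correlation). Of 17 genes of the dystrophin-glycoprotein complex, which links the cytoskeleton to the matrix, 8 rose (9 when adjusted over the list alone, camera adjusted p = 0.000479, adjusted p = 0.428 with an estimated correlation). They include *Lama2*, a laminin chain, by 1.79 and *Sgca*, a sarcoglycan, by 1.34 (adjusted p = 0.00153 and 0.00583). *Myf5* rose by 1.05 (adjusted p = 0.00582), and *Myod1*, which drives commitment, fell by −0.95, a call that ended without WT replicates 1, 2 and 3 and *mdx* replicates 2 and 3 (adjusted p = 0.105, 0.107, 0.151, 0.0508 and 0.0538) and with a transcript length offset (0.0686). Of 25 genes of myogenic commitment, 1 rose and 1 fell (1 higher when adjusted over the list alone). Their median was −0.52 and their camera adjusted p 0.103, but 0.0256 and 0.00844 without WT replicates 1 and 3 and 0.0382 without *mdx* replicate 2. With all 24 libraries in one fit *Heyl* was not called (adjusted p = 0.0647).
Markers of mesenchymal and vascular cells moved with the matrix genes. Of 8 pericyte and smooth muscle markers 5 rose (7 when adjusted over the list alone, median 1.37, camera adjusted p = 0.000111), of 9 endothelial markers 5 rose (median 2.12, camera adjusted p = 0.00716) and of 10 markers of fibro-adipogenic progenitors 4 rose (median 1.49, camera adjusted p = 0.00922). With an estimated correlation the adjusted p was 0.428 for endothelial and 0.373 for the other markers. *Pdgfrb* was at 32.8 ± 6.42 CPM in *mdx* and 3.04 ± 0.846 in WT. *Dcn*, an abundant gene of fibro-adipogenic progenitors, was at 2.38 to 4.76 CPM in the *mdx* libraries.
Of 19321 genes tested, 2852 were higher and 1730 were lower in *mdx*, and 7364 had an unadjusted p under 0.05. The libraries of the genotypes did not overlap in 45.5% of genes, where chance gives 10%. The total of 4582 was 1416, 1852 and 1421 without WT replicates 1, 2 and 3. Genes of the dystrophin-glycoprotein complex called were 6, 6 and 4 without these libraries, Notch genes higher 6, 6 and 5 and lower 1, 1 and 1, commitment genes higher 0, 1 and 0 and lower 0, 0 and 0, endothelial markers 3, 3 and 3, pericyte markers 3, 5 and 4 and fibro-adipogenic markers 1, 1 and 2. Without *mdx* replicates 1, 2 and 3 they were 8, 5 and 4 for endothelial and 3, 3 and 2 for fibro-adipogenic markers, 2, 1 and 2 for Notch genes lower and 2, 1 and 1 for commitment genes higher. DESeq2 called 8 endothelial markers higher, and 2 fibro-adipogenic markers were higher with a length offset.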

DGE assessment between WT and *mdx* AMuSCs identified 2558 upregulated and 3415 downregulated genes (Figure S5F and Data S1). 

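Genes that carry cells through S phase and that build ribosomes were lower in *mdx* than in WT AMuSCs. Of 24 cell cycle genes, 19 fell and none rose (23 lower when adjusted over the list alone), with a median log2 fold change of −0.63 (camera adjusted p = 1.12e-08, adjusted p = 0.428 with an estimated correlation). *Ccne2*, the cyclin of entry into S phase (ENSMUSG00000028212, chromosome 4 of GRCm38, 11191351 to 11204779), fell to 30.0 ± 5.67 CPM (SD, n = 3) from 89.3 ± 6.64, by −1.57 (standard error 0.157, adjusted p = 0.00142 from edgeR). *Mki67* and *Cdk1*, the kinase of mitosis, fell by −0.56 and −0.66. These calls ended without WT replicates 1, 2 and 3 (adjusted p = 0.162, 0.127 and 0.120 for *Mki67* and 0.0959, 0.0901 and 0.128 for *Cdk1*), for *Mki67* also without *mdx* replicate 1 (0.0743) and for *Cdk1* without *mdx* replicate 3 (0.0768). With all 24 libraries in one fit they were 0.336 and 0.0884, and for *Mki67* 0.113 with a transcript length offset. Of 38 genes of DNA replication 32 fell (36 when adjusted over the list alone, median −0.79, camera adjusted p = 4.90e-15, adjusted p = 0.428 with an estimated correlation). *Pcna*, the sliding clamp of DNA polymerases (ENSMUSG00000027342, chromosome 2, 132249162 to 132253314), fell to 195 ± 17.2 CPM from 381 ± 14.5, and *Cdc6*, which licenses origins, fell by −1.53. Of 20 genes of DNA repair 18 fell (20 when adjusted over the list alone, median −0.87, camera adjusted p = 1.11e-09, adjusted p = 0.428 with an estimated correlation), among them the exonuclease *Exo1* by −1.33.
Of 26 genes of ribosome biogenesis and RNA processing 24 fell (25 when adjusted over the list alone, median −1.02, camera adjusted p = 2.77e-12, adjusted p = 0.428 with an estimated correlation). *Polr1b*, a subunit of RNA polymerase I (ENSMUSG00000027395, chromosome 2, 129100995 to 129126594), fell to 38.0 ± 7.65 CPM from 86.0 ± 8.32, and *Gnl3*, nucleostemin, by −1.11 (adjusted p = 0.00454). Of 23 translation factors and tRNA ligases 16 fell (18 when adjusted over the list alone, camera adjusted p = 2.96e-07, adjusted p = 0.428 with an estimated correlation), and of 25 proteasome genes, which degrade proteins, 7 fell (12 when adjusted over the list alone, median −0.45, camera adjusted p = 2.71e-06, adjusted p = 0.439 with an estimated correlation).
Of 19 interferon-response genes 17 rose (18 when adjusted over the list alone, median 3.39, camera adjusted p = 2.14e-08, adjusted p = 0.428 with an estimated correlation). *Iigp1*, a GTPase induced by interferon-γ, rose to 29.3 ± 13.6 CPM from 2.65 ± 0.467, and *Gbp2*, another, by 2.58 (adjusted p = 0.00381). Of 30 cytokine and inflammatory genes 7 rose and 1 fell (9 and 1 when adjusted over the list alone, camera adjusted p = 0.103, but 0.0396 without *mdx* replicate 3). *Stat3*, which transmits cytokine signals, rose by 0.87 (adjusted p = 0.00572), and was not called with all 24 libraries in one fit (0.0586). Markers of leukocytes moved with these genes. Of 20 macrophage markers 9 rose (20 when adjusted over the list alone, median 6.72, camera adjusted p = 9.05e-07, adjusted p = 0.428 with an estimated correlation), of 9 neutrophil markers 4 (8 when adjusted over the list alone, median 5.87, adjusted p = 0.441) and of 8 pan-leukocyte markers 5 (8 when adjusted over the list alone, median 6.15, adjusted p = 0.428). *Ptprc* was at 168.5, 4.47 and 16.5 CPM in *mdx* replicates 1, 2 and 3 and at 0.126, 0.123 and 0.624 in WT, a log2 fold change of 7.72 (adjusted p = 0.0389).
Without WT replicates 1, 2 and 3, the counts called were 4, 4 and 4 for the cell cycle, 17, 23 and 16 for DNA replication, 8, 10 and 10 for repair and 14, 20 and 13 for ribosome biogenesis. They were 1, 3 and 1 for translation, 0, 0 and 0 for the proteasome, 8, 7 and 8 for interferon and 1, 1 and 1 for cytokine genes higher and 0, 1 and 0 lower. Without the same libraries no macrophage or pan-leukocyte marker was called and 1 neutrophil marker was. The adjusted p of *Ptprc* was then 0.151, 0.141 and 0.103. Without *mdx* replicates 1, 2 and 3 the counts were 16, 22 and 12 for the cell cycle, 13, 22 and 7 for translation, 5, 23 and 1 for the proteasome, 19, 19 and 12 for macrophage markers, 8, 8 and 4 for neutrophil markers and 2, 2 and 1 for cytokine genes lower. With a length offset 10 cell cycle, 6 repair, 8 translation and 2 proteasome genes were lower, and in one fit of all 24 libraries 3 cell cycle and 20 proteasome genes. DESeq2 called 14 proteasome genes lower and 16 macrophage and 9 neutrophil markers higher. With no filter on low counts 4 cytokine genes, 1 macrophage, 0 pan-leukocyte and 2 neutrophil markers were higher. The proteasome count was 13 with upper-quartile scaling, 15 with the 50-count filter and 16 with protein-coding genes alone.

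**Figure D5:**
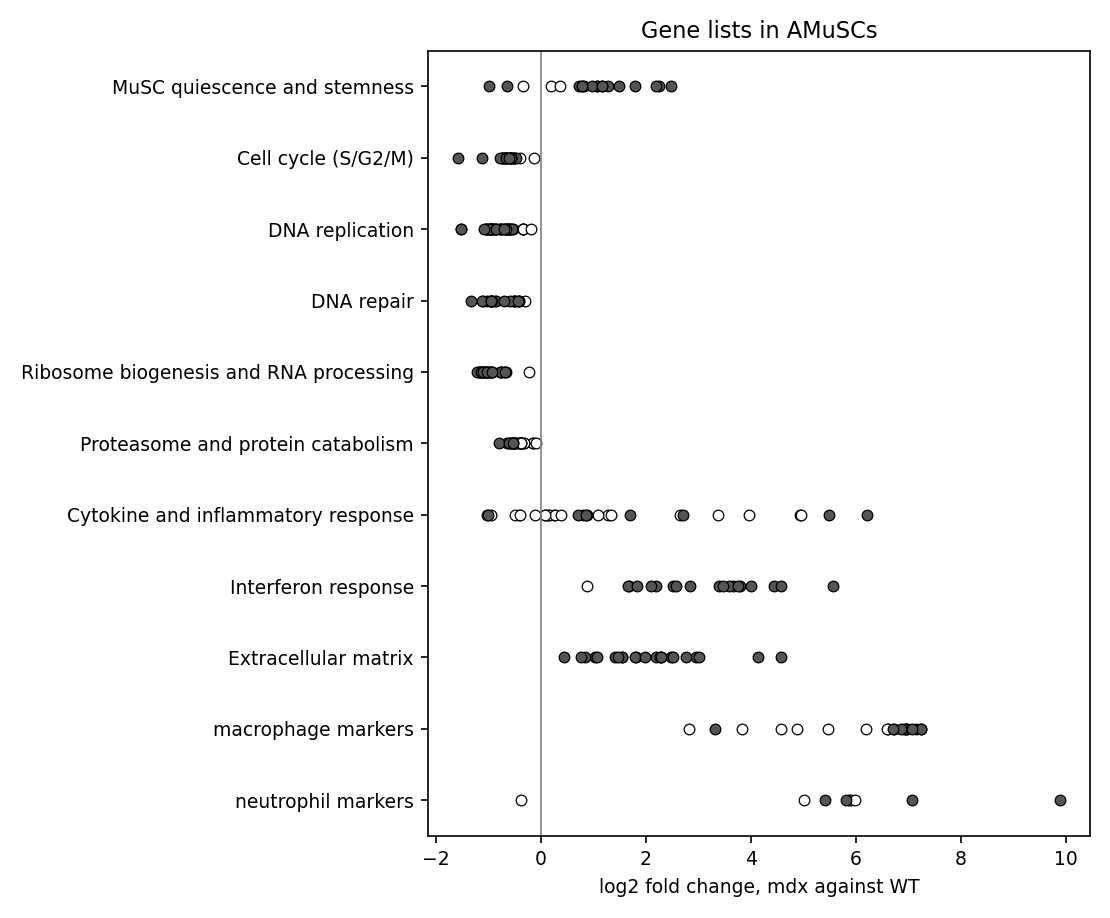
Log2 fold change of each member of 11 gene lists in *mdx* against WT AMuSCs, from 3 libraries per genotype. Each dot is 1 gene, filled where the adjusted p from edgeR is under 0.05. The 23 matrix genes are filled and above 0, and 32 of the 38 DNA replication genes are filled and below 0.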

GO term analysis showed *mdx* AMuSCs have decreased expression of genes involved in ‘cell cycle’, ‘cell catabolic process’ and ‘RNA processing’ while maintaining increased gene expression related to ‘inflammatory response’ and ‘cell activation’ (Figure 6A and Data S2).

**FIGURE 6:**
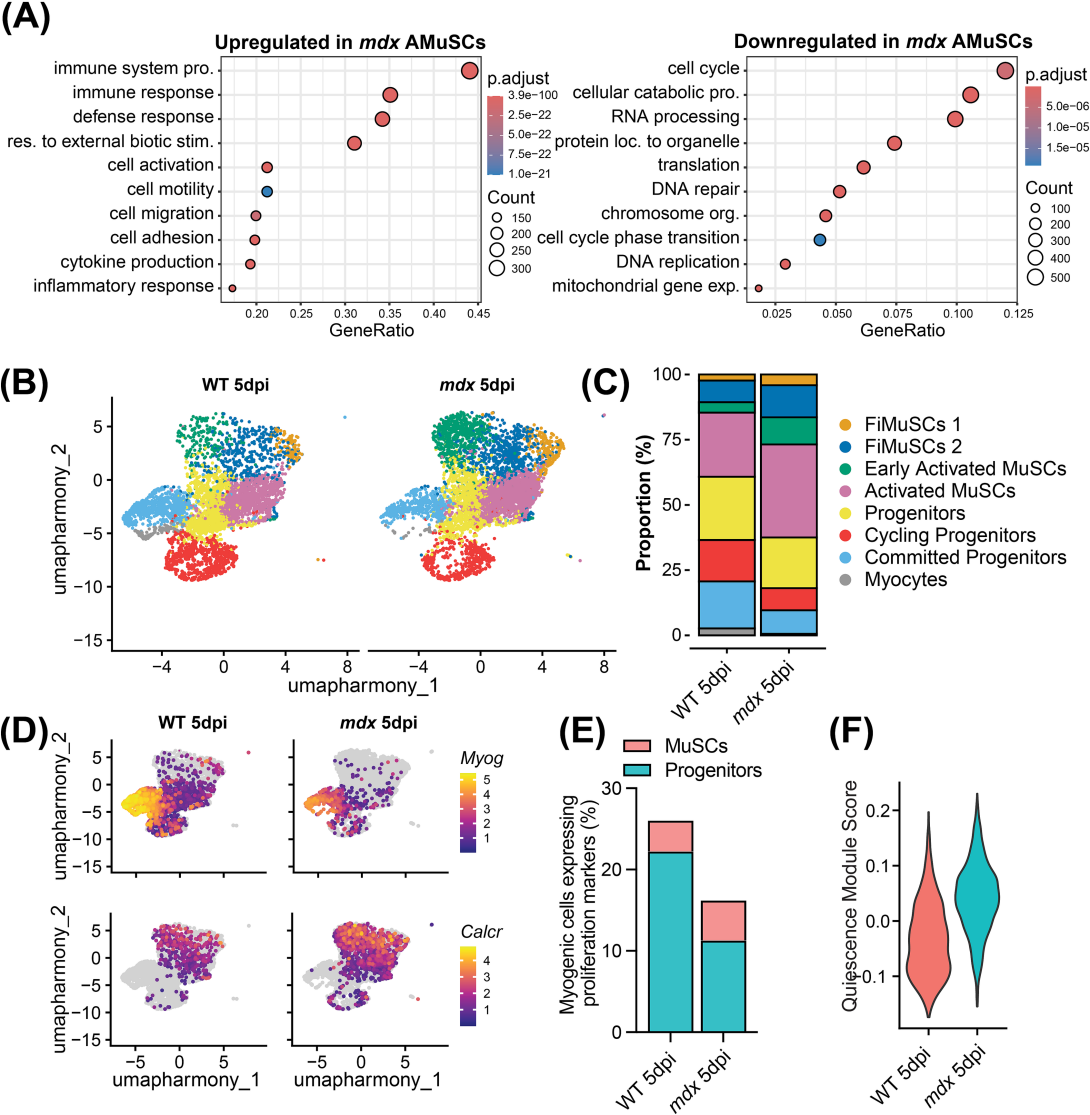
Reduced generation of *mdx* progenitor cells following acute injury. (A) Gene ontology term enrichment for the upregulated (left) and downregulated (right) genes in *mdx* compared to wild type (WT) activated muscle stem cells (AMuSCs). (B) Uniform manifold approximation and projection (UMAP) visualization of cells (4616 WT and 5396 *mdx*) captured from 5‐day cardiotoxin injured (5 dpi) MuSC libraries and coloured by cluster identity. (C) Bar plot representing cluster proportions for 5‐day injured WT and *mdx* MuSC libraries. (D) Feature plot illustrating the expression of commitment markers *Myog* and *Mymk* and quiescence marker *Calcr*. (E) Proportion of myogenic cells expressing *Cenpa*, *Mki67* or *Cdk1*, divided by MuSC and progenitor cell identity. (F) Pseudo bulk quiescence module score (top 400 enriched from Garcia‐Prat et al. [14]) divided between 5 dpi WT and *mdx* libraries.

To study progenitor dynamics and the granularity of individual cell behaviour following MuSC activation, we next examined the scRNA‐seq libraries generated from WT and *mdx* MuSCs at 5 dpi (Figure S6A). The WT and *mdx* libraries encompassed the myogenic trajectory from MuSCs to myocytes, but the proportion of uncommitted MuSCs relative to the total number of myogenic cells was elevated in the *mdx* library. Specifically, 40% of the WT compared to 63% of the *mdx* library were categorized as either FiMuSCs 1, FiMuSCs 2 or Early Activated MuSCs. The remaining 60% and 37% of cells clustered as progenitor cells or myocytes (Figure 6B,C). Moreover, the activated WT libraries expressed elevated differentiation markers including *Myog* and reduced stemness markers, such as *Calcr* (Figure 6D). The pseudo‐bulked 5‐dpi *mdx* library also expressed elevated levels of quiescence genes compared to the WT library (Figure 6F). These results suggest that *mdx* MuSCs have fewer differentiation competent progenitors, relative to WT MuSCs.

Interestingly, 26% of WT and 16% of *mdx* myogenic cells expressed one of the proliferation markers *Cenpa*, *Mki67* and *Cdk1* following Cell Cycle regression (Figure 6E). We again divided the myogenic cells into two categories, ‘MuSCs’ and ‘progenitors,’ and found that the proportion of proliferating MuSC was unchanged between genotypes, whereas the proportion of proliferating progenitors decreased in the *mdx* library (Figure 6E). This suggests that the reduced number of PAX7^+^ cells quantified on *mdx* TA cross‐sections at 5 dpi (Figure 4C–E) results from impaired generation of progenitors, and not from differences in the proliferation kinetics of MuSCs.

We previously discovered that the direct loss of MARK2–DMD interactions in MuSC cultured on myofibres results in the loss of PARD3 polarity, fewer asymmetric cell division and reduced numbers of committed myogenin (MYOG)‐expressing cells [2, 5]. To investigate *mdx* MuSC polarity in vivo, we isolated WT and *mdx* MuSCs 48 h following CTX injury and examined polarization of the PAR complex protein PARD3. Strikingly, we observed a significant reduction in the number of *mdx* MuSCs with polarized PARD3 expression (Figure S7A).

To determine if impaired MuSC polarity leads to fewer committed progenitors in vivo, as suggested by our transcriptomic analysis, we quantified MYOG^+^ cells on TA muscle cross‐sections at 5 dpi. A twofold decrease in MYOG^+^ cells was observed on *mdx* muscle cross‐sections (Figure S7B,C). To account for the reduced number of *mdx* PAX7^+^ cells at 5 dpi that may generate fewer MYOG^+^ progeny, we also calculated the proportion of MYOG^+^ cells within the total PAX7^+^ and MYOG^+^ myogenic population. We observed a decreased proportion of *mdx* differentiated cells compared to WT (Figure S7D). Finally, we observed fewer GFP^+^ nuclei on TA cross‐sections from WT and *mdx Myf5cre;ROSA‐nTnG* mice at 7 dpi, which includes all primed MuSCs, progenitors and myonuclei (Figure S7E,F). Together, our results support the finding that *mdx* MuSCs have intrinsic polarity deficits that lead to fewer asymmetric divisions and reduced MYOG^+^ progenitor generation [2, 5].

### 3.7 Intrinsic MuSC Dysfunction Impairs Myogenesis

To assess whether *mdx* MuSCs are intrinsically dysfunctional, we first analysed MuSC polarity and myogenic cell commitment at perinatal day 7 (P7), before muscle weakness induces cyclic regeneration, chronic inflammation and severe necrosis [3]. Interestingly, disrupted PARD3 polarity was observed in P7 MuSC isolated from *mdx* limbs (Figure 7A,B). Further, *extensor digitorum longus* (EDL) and TA muscle cross‐sectional analysis revealed no difference in the number of PAX7^+^ cells between genotypes (Figure 7C,D). However, *mdx* neonatal muscle contained fewer MYOG^+^ cells, and the proportion of MYOG^+^ cells in the total PAX7^+^ and MYOG^+^ cell population was reduced (Figure 7E,F). This interestingly correlates with hypotrophic *mdx* neonatal myofibres [18].

**FIGURE 7:**
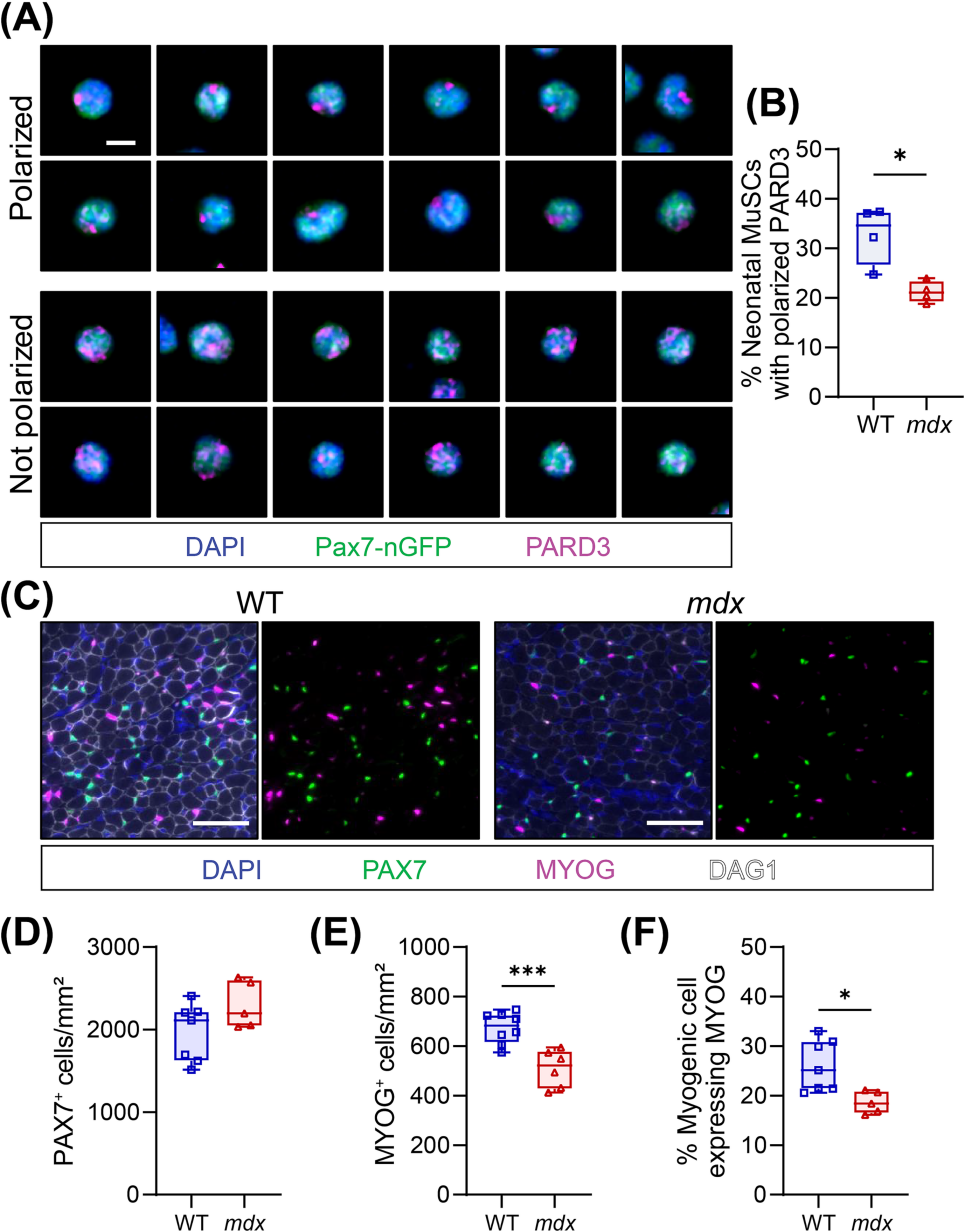
Reduced polarity and commitment of neonatal MuSCs. (A) Representative immunostaining of polarized and non‐polarized PARD3 (magenta) in MuSCs (Pax7‐nGFP, green) isolated from the limbs of neonatal day 7 mice. Scale bar, 5 μm. (B) Quantification of PARD3 polarization in neonatal MuSCs. An average of 536 cells quantified per replicate. (C) Example immunofluorescence image of neonatal day 7 WT and *mdx* hindlimb muscle transverse section. PAX7 (green) denotes the neonatal MuSCs, MYOG (magenta) stains the differentiated myogenic cells, DAG1 (white) labels the connective tissues, and DAPI (blue) labels the nuclei. Scale bar, 50 μm. (D,E) Enumeration of PAX7‐expressing (PAX7^+^) (D) and MYOG‐expressing (MYOG^+^) (E) cells on *extensor digitorum longus* (EDL) and *tibialis anterior* (TA) cross‐sections at neonatal day 7 and normalized to mm^2^. (F) MYOG^+^ cell proportion relative to total PAX7^+^ and MYOG^+^ myogenic cells at neonatal day 7. Boxplot whiskers represent the maximum and minimum data values. Statistical analysis performed using unpaired *t*‐tests where *p < 0.05; **p < 0.01; ***p < 0.001.

Next, we conducted transplantation experiments to remove the external contributions of the dystrophic environment. 10 000 MuSCs isolated from WT and *mdx* fluorescent reporter mice were injected contralaterally into the TAs of NSG mice 2 days following CTX injury and irradiation. The engraftment potential of WT and *mdx* MuSCs was assessed at 2 and 4 weeks following the transplantation of donor MuSCs from *CAG‐GFP* (GFP^+^) mice and *ROSA‐nTnG* (tdTomato or tdT^+^) mice, respectively (Figure S8A). The absence of dystrophin staining on *mdx* transplants at 2 and 4 weeks post engraftment confirmed negligible contribution of host NSG MuSCs to donor grafts (Figure S8B,C). This was further confirmed by the colocalization of nuclear tdT with the majority of myonuclei and PAX7^+^ cells at 4 weeks following MuSC delivery (Figure 8A).

**FIGURE 8:**
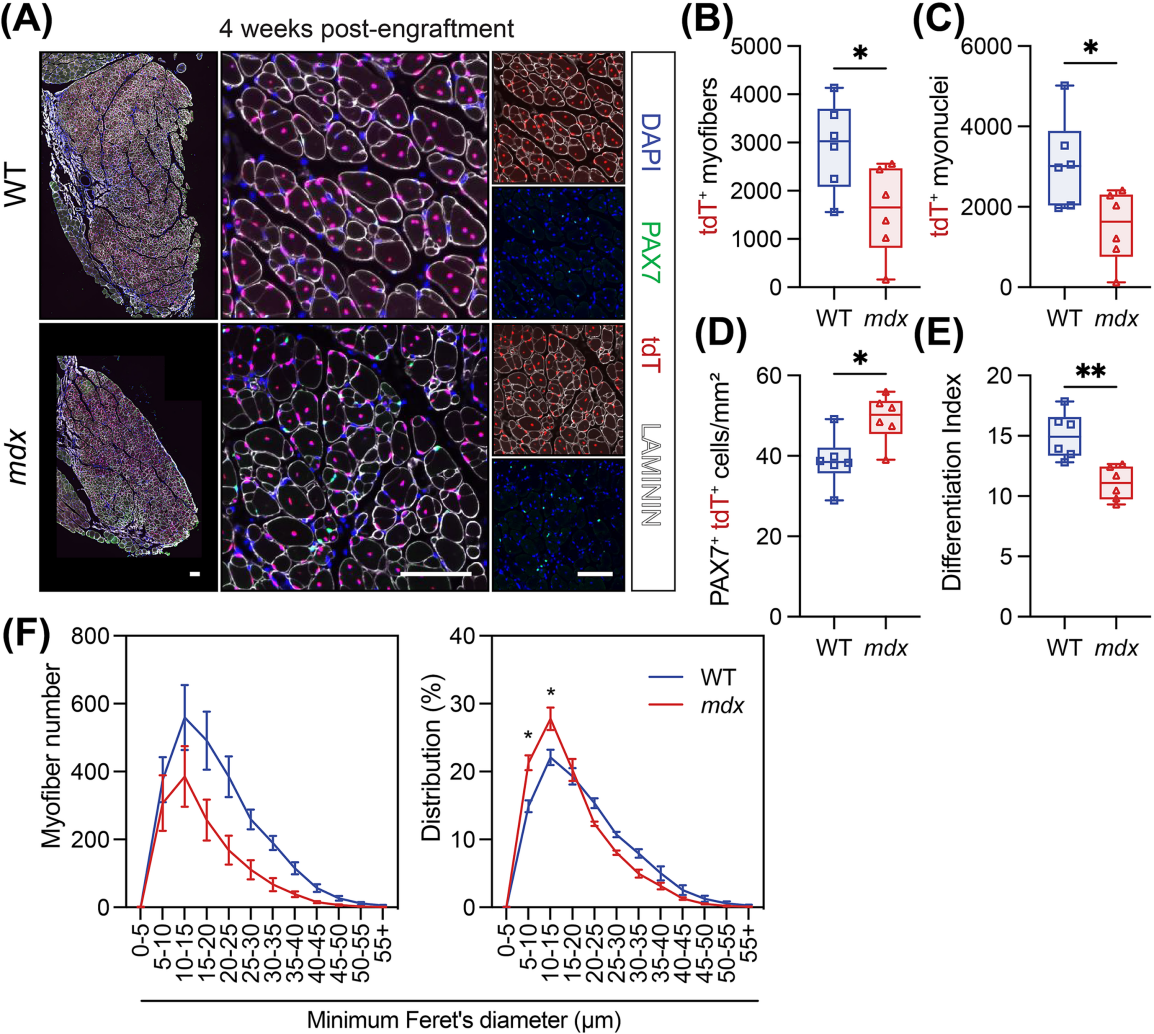
Intrinsic MuSC dysfunction impairs muscle regeneration. (A) Immunostaining of host *tibialis anterior* (TA) muscle cross‐sections 4 weeks following the engraftment of 10 000 MuSCs isolated from *WT;ROSA‐nTnG* or *mdx; ROSA‐nTnG* mice. Donor MuSCs (PAX7, green) and myonuclei express nuclear tdTomato (tdT, red). Laminin (white) stains myofibre basal lamina and DAPI (blue) stains the nuclei. Scale bars: left panels, 250 μm; middle and right panels, 100 μm. (B) Number of tdT^+^ myofibres per TA muscle transverse section. (C) Number of tdT^+^ myonuclei per TA cross‐section . (D) PAX7^+^/tdT^+^ MuSC number normalized to mm^2^ of transplanted muscle cross‐sections. (E) Differentiation index is the ratio of tdT^+^ myonuclei to tdT^+^ MuSCs. (F) Myofibre size distribution using minimum Feret's diameter and illustrated by number of myofibres (left) and proportional distribution (right). For B‐E, box plot whiskers indicate the maximum and minimum data values. For F, data presented as mean values ± SEM. Panels B–E: Statistical analysis performed using unpaired *t*‐tests. Panel F: Two‐way ANOVA corrected for multiple comparisons using Sidak's test. *p < 0.05; **p < 0.01; ***p < 0.001.

MuSCs from both genotypes were capable of self‐renewal and differentiation [19], shown by the presence of PAX7^+^ cells and engrafted myofibres (Figures 8A and S8B). The total number of engrafted WT and *mdx* PAX7^+^ cells was also not significantly different (Figure S8D). However, *mdx* donor MuSCs formed significantly smaller transplants with fewer myofibres and myonuclei compared to WT MuSCs (Figures 8B,C and S8E,F). The number of *mdx* PAX7^+^ donor cells normalized to graft area in mm^2^ was also elevated at 2 and 4 weeks post engraftment (Figures 8D and S8G), and the ratio of myonuclei to MuSCs (differentiation index) was significantly decreased in the 4‐week *mdx* graft (Figure 8E). Further, myofibre size distribution analysis demonstrated that engrafted *mdx* MuSC form smaller myofibres 4 weeks following engraftment (Figure 8F). Together, this suggests that *mdx* MuSCs display enhanced self‐renewal together with a compromised capacity to generate the progenitors required to form myofibres.

## 4 Discussion

Our study of chronic and acute muscle regeneration in the *mdx* mouse provides a comprehensive overview of muscular dystrophy progression and contributes valuable insight into the altered dynamics and function of dystrophin‐deficient MuSCs. We find that the pathology of DMD is driven not only by myofibre fragility and the resulting inflammatory environment but also intrinsic polarity deficits that result in fewer asymmetric divisions.

Consistent with the literature, we find that Dp427m is essential for myofibre integrity and that the disease pathology worsens with age [7, 10]. We observe hallmark pathological features of dystrophin‐deficient muscle, including elevated mass and thickening, increased fibrosis and changes in myofibre size distribution [9, 18, 20, 21]. Morphological changes in the *mdx* diaphragm progress earlier and more severely compared to the TA [8, 21]. In the diaphragm of *mdx* mice, we see atrophy that is not evident in the TA, earlier onset of fibrotic deposition and no myofibre hypertrophy. Conversely, hypertrophic *mdx* myofibres are maintained in the TA [9, 18]. In *mdx* mice, increases in myofibres and muscle mass precede severe fibrosis and atrophy, which are then followed by concurrent reductions in intramuscular fat and body weight [8, 22]. Compared to DMD patients, *mdx* mice experience delayed fibrosis, reduced intramuscular fat accumulation and generally milder disease progression. Notably, intramuscular fat and muscle strength are inversely proportional in human patients, whereas mice are considerably leaner with more glycolytic myofibres [22, 23]. As previously suggested, metabolism may play a key role in the differing progression of muscular dystrophy across species [8, 22, 24].

Myofibre branching, suspected to originate from aberrant muscle cell fusion during regeneration, contributes to increased myofibre numbers and decreased force production in *mdx* muscle [25, 26, 27, 28, 29]. However, we find that increases in small myofibres and elevated TA mass correlate with the preservation of maximum tetanic force beyond 20 weeks. Normalized force also does not decrease with age, which we would predict if the increase in muscle mass were attributed to pathogenic branching. We thus theorize that the increase in small myofibres results from a combination of myofibre branching and beneficial hyperplasia resulting from ongoing muscle regeneration.

Advances in genomics have improved our understanding of DMD, highlighting the regenerative nature of dystrophin‐deficient muscle. RNA‐seq of whole *mdx* muscle identified upregulated genes related to regenerating muscle and pathway enrichment relating to inflammation, fibrosis, proliferation, necrosis and apoptosis [30]. Single‐nucleus RNA‐seq of the dystrophin‐deficient TA muscle observed changes in the cellular milieu and identified a regenerative myonuclear population [17]. Our transcriptomic analysis provides further evidence of ongoing muscle regeneration by *mdx* MuSCs. We see the full trajectory of myogenic cells in *mdx* muscle and the upregulation of proliferation and differentiation markers in MuSCs. Our study of acutely CTX‐challenged muscle provides further insight into muscle regeneration in the *mdx* mouse and agrees with previous findings [31, 32].

In WT mice, branching occurs in about half of regenerated myofibres following CTX injury [25]. Despite this, maximum titanic and specific force recovers in the WT TA by 21 dpi. However, maximum tetanic force does not recover in the *mdx* TA until 90 dpi. No significant collagen deposition following CTX injury occurs in either genotype; thus, fibrosis likely does not contribute to decreased force production in the *mdx* TA. The decrease in force production may be attributed to increased instances of myofibre branching in *mdx* regenerating muscle; however, myofibre branching was not assessed.

Increased TA weight between 21 and 90 dpi aligns with the finding that 5% of MuSCs are cycling a month after a CTX injury [33]. However, the morphometric myofibre changes following acute injury differ between genotypes. We observe muscle and myofibre hypertrophy in the WT TA and myofibre hyperplasia in the *mdx* TA. This is reminiscent of neonatal myogenesis when young *mdx* myofibres are hypotrophic and contain fewer myonuclei compared to WT controls until 3–4 weeks [9, 17, 18]. Considering our previous findings [2, 5], hypotrophic *mdx* myofibres are an in vivo indicator of deficient muscle regeneration in the *mdx* mouse.

In line with reports in *mdx* mice and DMD patients, we observe an expansion of PAX7^+^ cells in homeostatic conditions and following transplantation [1, 12, 13]. Our findings suggest this results from two mechanisms. First, we histologically and transcriptomically demonstrate that the continual activation of MuSCs by the dystrophic microenvironment leads to elevated numbers of PAX7^+^ progenitors. We also see the upregulation of immune and activation‐related genes in *mdx* myogenic cells, corroborating the previous findings that MuSCs respond to the extrinsic dystrophin microenvironment [34]. Second, our in vivo study of neonatal and CTX‐challenged MuSCs combined with our engraftment data indicate that intrinsic polarity deficits cause *mdx* MuSCs to favour symmetric expansion over asymmetric cell division following activation [2, 5]. Specifically, our scRNA‐seq analysis identifies hyperplasia of uncommitted *mdx* MuSCs and fewer progenitor cells following CTX injury. Additionally, *mdx* MuSCs have impaired PARD3 polarity and generate fewer progenitor cells after CTX injury and in pre‐necrotic neonatal muscle. Finally, despite the similar engraftment of WT and *mdx* MuSCs, we also find that *mdx* MuSCs have significantly reduced regenerative potential, evidenced by smaller grafts and reduced numbers of myofibres, even in the absence of the dystrophic microenvironment. The enhanced self‐renewal capacity of *mdx* MuSCs may result in a competitive growth advantage over WT MuSCs. Consequently, dystrophin‐deficient MuSCs that have undergone gene correction to restore polarity may eventually be lost to a competitive self‐renewal disadvantage.

MuSCs are highly regulated by their niche [S20], and chronic exposure to the dystrophic microenvironment contributes to MuSC dysfunction [34]. For instance, chronic inflammatory cytokine exposure leads to elevated NF‐κB in MuSCs, resulting in telomere shortening after repeat muscle injury [S21]. Moreover, directly antagonizing the inflammatory cytokine IL6 or STAT3 leads to improved dystrophic MuSC differentiation [S22, S23]. Therefore, both extrinsic and intrinsic factors contribute to MuSC dysfunction in muscular dystrophy.

In line with these observations, we find that the total number of MuSCs decreases linearly in *mdx* muscles with age. Chronic inflammation induces cell senescence in dystrophic muscle. However, in young dystrophic mice, senescent cells are predominantly macrophages and endothelial cells, not PAX7^+^ MuSCs [S24]. Thus, the decreased number of *mdx* MuSCs could result from MuSCs become increasingly dysfunctional by the accumulation of non‐myogenic senescent cells. However, the number of senescent MuSCs increases with age in WT mice and in other muscle wasting diseases [S25]. It is also possible that the age‐related decline in *mdx* MuSCs results from MuSC senescence, which may worsen skeletal muscle pathology. Nonetheless, removal of senescent cells with senolytics in ageing mice improves acute injury outcomes [S26]. Another possible contributor to the decline in MuSCs is that dystrophic MuSCs undergo another mechanism of non‐apoptotic arrest through mitotic catastrophe [2].

The current study provides strong evidence that DMD skeletal muscle pathology and MuSC dysfunction are not only attributed to the inflammatory and degenerative mechanisms that result from myofibre fragility. In addition, the absence of dystrophin in MuSCs creates an intrinsic polarity deficit that impairs MuSC asymmetric cell division and commitment, resulting in perturbed muscle regeneration in vivo, as demonstrated by our neonatal and engraftment experiments. Interestingly, studies suggest that dystrophin deficiency in MuSCs and myofibres synergistically drive disease progression. Chronic MuSC activation and myogenesis exacerbate sarcolemma instability and thus myofibre fragility [35, 36, 37], whereas the fusion of *mdx* myocytes is imperative for the integrity of dystrophic muscle [38]. Thus, an attractive therapeutic approach in DMD is targeting mechanisms that restore endogenous MuSC asymmetric division through DGC‐independent mechanisms [39]. This provides a more nuanced approach compared to mechanisms that induce MuSC activation, proliferation and differentiation. Overall, our study underscores the importance of studying and targeting both myofibres and MuSCs in the context of treating DMD.

## Ethics Statement

The authors certify that the manuscript complies with the ethical guidelines for authorship and publishing in the *Journal of Cachexia, Sarcopenia and Muscle* [40]. The manuscript does not contain clinical studies or patient data.

## Conflicts of Interest

M.A.R. is the Founding Scientist and Chief Development Officer of Satellos Bioscience Inc. The other authors declare no conflicts of interest.

## Supporting information

**Table S1** List of antibodies.
**Table S2.** Other reagents.
**Figure S1 (related to Figure 1).** Progressive changes in the *tibialis anterior* occur with age in the *mdx* mouse.
**Figure S2 (related to Figure 2).** Severe pathology occurs in the *mdx* diaphragm.
**Figure S3 (related to Figure 3).** Altered regeneration of the *mdx* muscle.
**Figure S4 (related to Figure 3).** Disrupted regeneration after triple cardiotoxin injury of the *mdx* tibialis anterior.
**Figure S5 (related to Figures 5 and 6).** Bulk RNA‐sequencing identifies transcriptomic differences in wild‐type and *mdx* myogenic cells.
**Figure S6 (related to Figures 5 and 6)**. Sequencing of single myogenic cells identifies cell identity.
**Figure S7.** Impaired *mdx* MuSC polarity results in reduced generation of myocytes.
**Figure 8 (related to Figure 8).** Impaired muscle regeneration by *mdx* MuSCs.

**Data S1.** Supporting Information.

**Data S2.** Supporting Information.

**Data S3.** Supporting Information.

How the deposited data were processed for this re-analysis (not part of the article)

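The deposited files hold 1 transcript quantification for each of 24 libraries, 3 per group, of FiMuSCs, AMuSCs (3 days after CTX), myoblasts and myotubes (2 days of differentiation) from WT and *mdx* mice. For each transcript the authors deposited an expected count, that is an estimated number of reads, a TPM value and an effective length in bases. The submitters' processing notes name Salmon 0.13.1, DESeq2 and the build GRCm38, with no roles or settings, and the layout of the files is that of Salmon. The values were not filtered or pooled by the authors as far as the files show, and the strand setting is not stated in the text available. All 24 libraries were used, and each library's group and replicate number was taken from the submitters' labels.

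Expected counts were summed over the transcripts of each gene and rounded to whole numbers. Of 53392 genes in the files, 53355 were matched to GENCODE M21 for symbols, gene types and coordinates on GRCm38. Totals ranged from 37280196 to 64429222 per library (median 47357463). The spread between replicates, with Spearman correlations of 0.947 to 0.986 over genes, set the precision for all but the lowest genes.

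Genes kept by filterByExpr for the groups compared were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood test, robust, two-sided) and Benjamini-Hochberg adjustment, at an adjusted p under 0.05, in R 4.3.3. Each comparison of *mdx* against WT was fitted on the 6 libraries of its state, since the spread was likely to differ between sorted and cultured cells. AMuSCs were compared with FiMuSCs within each genotype, and the difference between these injury responses was tested over their 12 libraries. Values of single genes are CPM, counts scaled to the same total in each library, with TMM factors from the libraries of the comparison, and log2 values use a prior count of 2. TPM values as deposited were used only for the transcripts of *Dmd*, split at a length of 10 kb, because the annotated full-length transcripts are longer than that.

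Principal components were computed from log2 CPM of the 500 most variable genes, centred and not scaled. Shares of variance are sums of squares over all kept genes. Differences between groups in the plane of components 1 and 2 were tested by exact permutation, where 3 libraries against 3 give at least p = 0.1.

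The 33 lists of genes were written from general knowledge before the data were examined and after the paper, Data S1 and Data S2 had been read. They cover quiescence and stemness, commitment and differentiation, activation and growth, Notch signalling, polarity, the dystrophin-glycoprotein complex, the cell cycle, DNA replication, DNA repair, p53 targets and senescence, ribosome biogenesis, translation, mitochondrial gene expression, oxidative phosphorylation, mitochondrially encoded genes and the proteasome. They also cover cytokine and inflammatory response, interferon response, the extracellular matrix, the actin cytoskeleton, and dissociation and immediate early genes. Lists of markers cover leukocytes in general, macrophages, MHC class II antigen presentation, neutrophils, lymphocytes, endothelial cells, fibro-adipogenic progenitors, pericytes and smooth muscle, Schwann cells, mature myofibres and erythroid cells, and sex-linked genes as a check of labels. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over all lists of a comparison.

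The genes named were chosen by a rule written before the data were examined but after Data S1 and Data S2 had been read. It takes, for each comparison of *mdx* against WT, the 10 largest increases and the 10 largest decreases among genes with an adjusted p under 0.05, no overlap between the libraries of the groups, a mean log2 CPM of at least 2 and a symbol that is not a predicted locus. It adds every gene named in the paper's RNA-seq text and up to 4 members of each list with the smallest p. For the difference between injury responses it takes the 5 largest in each direction and the genes the paper names, and for GO terms the genes of Data S2 by count with up to 4 examples. Pseudogenes and their coding genes in the weighing of shared reads fall outside the rule, as do genes given as examples of myoblast replicate 2 and of shared genotype effects, which were chosen after their values were seen.

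The tests were tried on simulated counts drawn from the means, spread and totals of the real libraries, with 200 genes changed by 1.5, 2 or 4 times. In FiMuSCs (19406 genes) 1.49, 31.3 and 72.7% of these were recovered, with 14 false calls. In AMuSCs (19321 genes) the shares were 5.97, 28.4 and 57.6%, with 5 false calls. In myoblasts (17226 genes) they were 13.4, 64.2 and 71.2%, with 15, and in myotubes (16084 genes) 10.5, 59.7 and 81.8%, with 13. For the difference between injury responses (21086 genes) they were 0, 7.46 and 42.4%, with 2. For the injury response they were 5.97, 40.3 and 72.7% in WT (19359 genes, 5 false calls) and 0, 8.96 and 51.5% in *mdx* (19650 genes, 4 false calls). A list raised in the simulated counts was found in every comparison, and 0 of 99 unchanged lists were called. The means, spread and totals used carry no correlation between genes. The simulation therefore does not give the rate of false calls for lists whose genes vary together.

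Alternatives were DESeq2 1.42.0, upper-quartile scaling, no filter on low counts, at least 50 counts in every library of a group, an offset for the average transcript length, all 24 libraries in one fit, DESeq2 on all 24 libraries with the length offset, the replicate number as a block, protein-coding genes alone, and each library left out in turn. For the principal components they were 1000 genes, all kept genes, unit variance, a variance stabilizing transformation, protein-coding genes, distances over all kept genes and *mdx* reference means. Leaving out a library left 2 in its group, with the spread pooled over the groups. Coding genes near-identical to pseudogenes were found with BLAST 2.17.0 at 90% identity over 50% of the pseudogene. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The GO sheets for AMuSCs and part of the other sheets were not shown in the copies of Data S1 and Data S2 available, so no overlap or enrichment was run on those.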

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

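The tests of leukocyte markers and of pseudogenes were chosen after the results they address had been seen. The injury response differed between genotypes, by a test of the difference itself, in 3189 of 21086 genes (edgeR's interaction term over 12 libraries). Among 100 assignments of genotype within each state, the real one was the 1 with the most genes and the highest other gave 2208. Such assignments can also mix the genotypes within a state, and so lose the genotype effect of that state. They therefore cannot decide whether chance gave the difference between the responses. The total of 3189 genes was 1813 without WT FiMuSC replicate 3, 1954 and 2033 without WT AMuSC replicates 1 and 3, 1793 and 1803 without *mdx* FiMuSC replicates 2 and 3, and 4878 without *mdx* AMuSC replicate 2.

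Values are log2 fold changes after injury in *mdx* minus those in WT. Lower responses in *mdx* were −8.37 for *Serpina3n*, a protease inhibitor, −4.76 for *Esm1*, a proteoglycan of endothelial cells, −4.65 for *Hk2*, a hexokinase, and −3.80 for *Bend6*. *Fosl1*, a transcription factor of the AP-1 family, had −4.80, and its adjusted p from edgeR was 0.0504 without WT FiMuSC replicate 2. Higher responses were found for *Myf5* (1.76), *Calcr* (1.96) and *Pax7* (0.94). All of them fell after injury, by −2.58, −5.07 and −2.08 in WT and by −0.80, −3.09 and −1.11 in *mdx*. Their higher response was thus a smaller fall, and so was that of *Dmd* (−3.70 in WT and −2.57 in *mdx*). In FiMuSCs *Myf5*, *Calcr* and *Dmd* had negative log2 fold changes in *mdx* against WT, and *Pax7* a positive one. Part of the differences for *Myf5*, *Calcr* and *Dmd* was thus present before injury. For *Calcr* the adjusted p was 0.260 with all 24 libraries in one fit. For *Dmd* the difference was 1.11, and its adjusted p was 0.0615 without WT FiMuSC replicate 2, 0.0627 and 0.0730 without WT AMuSC replicates 2 and 3, 0.0610 and 0.0633 without *mdx* FiMuSC replicates 2 and 3, 0.0596 with a length offset and 0.343 with all 24 libraries in one fit.

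Genes of neutrophil granules had the largest positive differences, with 6.58 for *Ltf*, 6.48 for *Ngp* and 6.37 for *S100a9*, followed by *Ptprc* (6.25) and *Cybb* (6.00), an oxidase subunit of phagocytes. Without *mdx* AMuSC replicate 1 these differences were 4.30, 3.97, 4.34, 3.67 and 3.10. All 5 calls ended without WT FiMuSC replicate 2, WT AMuSC replicates 1 and 2 and *mdx* FiMuSC replicates 2 and 3, with adjusted p from edgeR of 0.0795, 0.0891, 0.0840, 0.0893 and 0.0737 for *Ltf*, 0.0807, 0.0875, 0.0873, 0.0907 and 0.0759 for *Ngp*, and 0.0501, 0.0632, 0.0604, 0.0650 and 0.0546 for *S100a9*. For *Ptprc* they were 0.0879, 0.0992, 0.0950, 0.0940 and 0.0692, and for *Cybb* 0.110, 0.111, 0.106, 0.107 and 0.0860. Without *mdx* FiMuSC replicate 1 and without *mdx* AMuSC replicate 1 the calls of *Ltf* (0.0685 and 0.0751), *Ngp* (0.0700 and 0.0774), *Ptprc* (0.0823 and 0.0714) and *Cybb* (0.0961 and 0.0976) ended as well. Without WT AMuSC replicate 3 those of *Ngp* (0.0685), *Ptprc* (0.0571) and *Cybb* (0.0762) ended. Without WT FiMuSC replicates 1 and 3 those of *Ptprc* (0.0570 and 0.0637) and *Cybb* (0.0599 and 0.0695) ended, and that of *Cybb* ended with a length offset (0.0611).

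The 8 pan-leukocyte markers had a median log2 fold change of 6.15 in AMuSCs and 1.45 in FiMuSCs, and neutrophil markers one of 5.87 in AMuSCs and −0.65 in FiMuSCs. *Lyz2*, an abundant transcript of macrophages, was at 2492, 80.7 and 151 CPM in *mdx* AMuSC replicates 1, 2 and 3 against 3.44, 3.24 and 15.2 in WT, and at 234, 374 and 680 CPM in *mdx* FiMuSCs against 54.7, 224 and 39.9 in WT. Leukocytes left among the sorted cells are a candidate source in both states, although the selection against CD45 and CD11b was meant to remove them. In its single-cell libraries of isolated MuSCs the paper found contaminating clusters, among them *Ptprc*-positive immune cells. It reports these clusters as spread equally over the libraries. None of the 8 markers belongs to another list, and 3 of them passed the filter in cultured myoblasts. Expression of immune genes by the MuSCs of inflamed *mdx* muscle was not tested and stays open. In the difference between injury responses the macrophage list had adjusted p = 0.231 (camera) without *mdx* AMuSC replicate 1. Without *mdx* FiMuSC replicate 1 its adjusted p from camera was 0.0784.

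In *mdx* myoblast replicate 2, the genes at 20 CPM or more in every library of a sorted group and at most 0.5 CPM in the other myoblasts were all above the other myoblasts, 54 of 54 for WT FiMuSCs, 62 of 62 for *mdx* FiMuSCs, 6 of 6 for WT AMuSCs and 16 of 16 for *mdx* AMuSCs. Their median share of the level in that group was 9.07, 10.1, 12.3 and 7.88%, with ratios between the quartiles of 1.58, 2.06, 1.35 and 1.72. Shallow sequencing is argued against, since the library's total of rounded gene counts, 54639079, lay within those of the other myoblasts, 40167038 to 60728466. A like share over genes is consistent with cells or RNA of sorted MuSCs in this library, and the group they came from cannot be read from these ratios. Cells of the culture kept in a less activated state were not tested, and would not by themselves give its macrophage markers, at a mean log2 CPM of 3.11 against −2.76 to −1.09 in the other myoblasts.

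Pseudogenes made up 44 calls, 18 of 62 in *mdx* myoblasts and 26 of 95 in *mdx* myotubes, and 43 of them had a near-identical coding gene. These 43 pairs came from 29 distinct pseudogenes, with the same pair counted again in the other state. The median absolute log2 fold change was 6.45 for the pseudogenes, 0.28 for the coding genes and 0.15 for both added together. Some sums stayed close to the coding gene, such as 0.019 for *Map3k7* (0.012) with *Gm8188* (9.66) in myoblasts. Such a sum cannot tell shared reads from a change of the pseudogene alone. The coding gene moved opposite to its pseudogene in 33 cases, a share of 0.767, and in 6 of these pairs, from 3 coding genes, the coding gene was called in that direction, such as *Rpl11* at −0.92 beside *Gm10036* at 3.70 (−0.17 together) in myoblasts. Reads shared between a gene and its copy may account for these calls, for example where the strains differ in sequence. A genotype effect on the pseudogenes themselves was not tested, and with protein-coding genes alone 21 genes were called in myoblasts and 42 in myotubes.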

How the results depend on the processing

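The share of variance over the 500 most variable genes was chosen after the data had been seen, and all other settings here before. Cell state held 68.1 to 80.3% of the sum of squares under the other settings and 69.4 to 72.4% without each library in turn. Upper-quartile scaling, no filter and the 50-count filter kept the total counts of changed genes in FiMuSCs, AMuSCs and the injury responses within 1.5 times, though not those of every list or GO term, and no named gene's call turned direction in any setting run. With all 24 libraries in one fit, calls of named genes ended for 40 genes in FiMuSCs, 20 in AMuSCs, 6 in myoblasts, 9 in myotubes and 2 in the difference between injury responses.

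The causes of the following changes were not tested. The ratio of the distance between genotypes to the spread of replicates was 1.75 in FiMuSCs, 1.90 in AMuSCs and 1.28 in myotubes with distances over all genes, and in FiMuSCs 1.35 with all genes in the principal components and 2.76 after a variance stabilizing transformation. Without each library it was 3.49 to 5.88 in FiMuSCs, 3.17 to 5.09 in AMuSCs, 1.58 to 2.77 in myoblasts and 2.13 to 3.95 in myotubes. The difference in position between *mdx* and WT AMuSCs was −0.417 with all genes in the principal components, −0.207 with distances over all genes and −0.678 to −0.421 without each library.

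DESeq2 called 3135 genes in FiMuSCs, 889 in myoblasts and 686 in myotubes, and on all 24 libraries with the length offset 1181 in myoblasts and 560 in myotubes. The length offset in edgeR gave 1223 genes in FiMuSCs, 2892 in AMuSCs, 27 in myoblasts, 54 in myotubes and 1785 for the difference between injury responses. With no filter on low counts 124 genes were called in myoblasts and 196 in myotubes, with all 24 libraries in one fit 432 and 250, and with protein-coding genes alone, where fewer genes were tested, 21 and 42. In AMuSCs protein-coding genes alone gave 2588 higher and 2479 lower, beside 2852 and 1730 of all genes.

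Without each library in turn the counts were 511 to 2503 in FiMuSCs, 1416 to 6305 in AMuSCs, 9 to 125 in myoblasts, 14 to 235 in myotubes, 1793 to 4878 for the difference between injury responses, 11666 to 12333 for the injury response in WT and 2663 to 5919 in *mdx*. The lowest counts were those without *mdx* FiMuSC replicate 2, WT AMuSC replicate 1, WT myoblast replicate 2, WT myotube replicate 1 and, for the difference and for the injury response in *mdx*, *mdx* FiMuSC replicate 2. The injury response in *mdx* was also at 3494 without *mdx* FiMuSC replicate 3. The log2 fold change of *Dmd* was −0.82 to −0.73 in FiMuSCs, 0.12 to 0.64 in AMuSCs, −1.09 to 1.28 in myoblasts, where it was below 0 without *mdx* myoblast replicate 2, and −2.46 to −2.30 in myotubes.

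Of 33 lists, 13 passed camera in FiMuSCs, 24 in AMuSCs, 14 in myoblasts, 8 in myotubes and 21 in the difference between injury responses, and with an estimated correlation 0 passed in each. Without each library the numbers were 12 to 15, 24 to 27, 12 to 18, 2 to 10 and 20 to 24. In FiMuSCs, the mean difference in log2 CPM of immediate early genes was −0.326 to 0.587 without each library. It turned to its lowest value, with an adjusted p of 0.0228 from camera, without WT FiMuSC replicate 3, and was highest, with 0.0343, without WT FiMuSC replicate 1. In myotubes, that of oxidative phosphorylation was −0.231 to 0.0100, and it turned to its highest value without *mdx* myotube replicate 1.

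The replicate numbers gave no clear sign of pairing. The deviations of libraries with the same number correlated at −0.12 to 0.11, and some but not all libraries correlated best with their own number. Pairing of myotubes with myoblasts of the same number was not tested. With the replicate number as a block, 1148 genes were called in FiMuSCs, 3252 in AMuSCs, 7 in myoblasts and 15 in myotubes.

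The 10 splits of 6 libraries are too few for a share under 0.05. In each comparison the real split was the 1 with the most genes, 1876 in FiMuSCs, 4582 in AMuSCs, 62 in myoblasts, 95 in myotubes, 12511 for the injury response in WT and 5357 in *mdx*, and the highest other split gave 0.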

Differences from the paper's values

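The reading of the GO threshold as below 2 of either sign was chosen after the values had been seen. In *mdx* AMuSCs the paper states 3415 downregulated genes, with no threshold in that sentence. At an adjusted p under 0.05, 1730 were lower here. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's under DESeq2 (2512), the 50-count filter (2410), protein-coding genes alone (2479), DESeq2 on all 24 libraries with the length offset (2500) and without *mdx* AMuSC replicate 2 (3056). It did not under upper-quartile scaling (2143), no filter (1593), the length offset (990), all 24 libraries in one fit (2259) or the replicate block (1223). It did not without WT AMuSC replicates 1, 2 and 3 (355, 582 and 384) or *mdx* AMuSC replicates 1 and 3 (1393 and 1543) either. The paper's numbers for the other directions and for FiMuSCs lay within 1.5 times of those here.

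In myoblasts Data S1 of the paper lists 1212 genes, of which the copy used here shows 464, and 62 were called here. DESeq2 (889) and DESeq2 on all 24 libraries with the length offset (1181) came within 1.5 times of the paper's number. Upper-quartile scaling (60), no filter (124), the 50-count filter (70), the length offset (27), all 24 libraries in one fit (432), the replicate block (7), protein-coding genes alone (21) and leaving out 1 library (9 to 125) did not. In myotubes the paper lists 564 genes, none of them shown in the copy used here, and 95 were called here. DESeq2 (686) and DESeq2 on all 24 libraries with the length offset (560) came within 1.5 times. Upper-quartile scaling (61 higher and 40 lower), no filter (196), the 50-count filter (95), the length offset (54), all 24 libraries in one fit (250), the replicate block (15), protein-coding genes alone (42) and leaving out 1 library (14 to 235) did not.

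For GO analysis in FiMuSCs the paper's Data S2 gives 1279 annotated genes on its sheet for downregulated genes, and 155 genes were called here with a log2 fold change under −2. Called with a log2 fold change below 2 of either sign, a reading chosen after seeing the values, were 1481. The paper's sheet for upregulated genes gives 239, and 395 were called here above 2. The GO sheets count annotated genes alone. The paper's Data S1 lists 285 FiMuSC genes above 2, 52 below −2 and 1417 below 2 of either sign. The paper's sheet for downregulated genes names 1002 genes in the part shown, and 995 of them are in its Data S1. Of these, 605 have a positive and 390 a negative log2 fold change in the paper's own table, with a highest value of 1.99. Of 947 tested here, 348 were higher and 213 were lower in *mdx* FiMuSCs.

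The paper places WT AMuSCs nearer to cultured myoblasts than to FiMuSCs in the PCA. In the plane of components 1 and 2, 2 of the 3 WT AMuSC libraries lay nearer to WT FiMuSCs here, and the mean difference of distances, divided by the distance between the references, was −0.0441. It was negative too with unit variance (−0.0331) and protein-coding genes (−0.0619). It was positive, toward myoblasts, with 1000 genes (0.00647), all kept genes (0.159), a variance stabilizing transformation (0.00627), distances over all genes (0.0931) and *mdx* references (0.351). Over all genes the mean Spearman correlation of WT AMuSCs was 0.922 with WT myoblasts and 0.888 with WT FiMuSCs, in the paper's direction.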

Other observations

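Beyond the groups given at the claims, genes of mitochondrial gene expression fell in *mdx* AMuSCs. Of 23 genes, 13 fell and none rose (18 lower when adjusted over the list alone, median −0.54, camera adjusted p = 2.96e-07, adjusted p = 0.428 with an estimated correlation). *Fastkd2*, an RNA-binding protein of mitochondria, fell by −0.96 (adjusted p = 0.00298 from edgeR). Of 13 mitochondrially encoded genes 4 fell (4 when adjusted over the list alone, median −0.43, camera adjusted p = 0.000479, adjusted p = 0.428 with an estimated correlation), among them *mt-Nd6* by −1.18. For oxidative phosphorylation none of 20 was called by edgeR, and 1 was lower both by DESeq2 and at an unadjusted p under 0.05 (median −0.16, camera adjusted p = 0.0576, but 0.0296 with upper-quartile scaling and 0.0206 and 2.31e-05 without WT replicate 1 and *mdx* replicate 2). Of 13 genes of activation and growth 7 fell and 3 rose (median −0.64, camera adjusted p = 0.0371, adjusted p = 0.428 with an estimated correlation), but the camera adjusted p was 0.0698 and 0.0642 without WT replicate 3 and *mdx* replicate 3, 0.0536 with upper-quartile scaling and 0.0624 with a length offset. Among them were *Odc1*, which makes polyamines, at −1.22 and *Vegfa* at −1.21. Of 18 dissociation and immediate early genes 4 rose (median 0.85, camera adjusted p = 0.00818, adjusted p = 0.570 with an estimated correlation). Of 12 p53 targets and genes of senescence 4 rose (median 0.51, camera adjusted p = 0.0608, but 0.0396 with a length offset and 0.0297 and 0.0280 without WT replicate 3 and *mdx* replicate 3), with *Trp53inp1* at 1.51. Of 20 polarity genes 5 fell and 1 rose, and *Egfr*, the receptor of epidermal growth factor, rose by 0.72. Of 23 actin genes 1 fell (median −0.06). All of the libraries' effects on these counts are given without WT replicates 1, 2 and 3, then *mdx* replicates 1, 2 and 3. Lower were 3, 3, 1, 10, 22 and 9 genes of mitochondrial gene expression, 1, 2, 2, 4, 4 and 3 mitochondrially encoded genes, 3, 5, 3, 6, 8 and 7 genes of activation, 0, 0, 0, 2, 7 and 3 polarity genes and 0, 1, 0, 1, 6 and 1 actin genes. Higher were 0, 0, 0, 5, 7 and 4 immediate early genes and 1, 2, 2, 3, 3 and 4 p53 targets. Without *mdx* replicate 2, 11 genes of oxidative phosphorylation and 1 p53 target were lower. With a length offset 6 genes of mitochondrial gene expression and 1 polarity gene were lower, and DESeq2 called 7 mitochondrially encoded genes lower and 9 immediate early genes higher.

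Markers of further cell types were also measured in *mdx* AMuSCs. Of 7 genes of MHC class II antigen presentation 5 rose (7 when adjusted over the list alone, median 6.32, camera adjusted p = 0.00226, adjusted p = 0.428 with an estimated correlation), of 4 lymphocyte markers 2 rose (median 2.77), of 5 erythroid markers 3 rose (median 1.00, camera adjusted p = 0.0154) and of 5 Schwann cell markers 1 rose (median 2.45, camera adjusted p = 0.0203, but 0.0506 without *mdx* replicate 3). With an estimated correlation the adjusted p was 0.428 for the erythroid and for the Schwann cell markers. None of 11 myofibre markers was called by edgeR, with 3 lower at an unadjusted p under 0.05 and 4 lower by DESeq2 (median −1.20). In the same order of libraries left out, 0, 0, 0, 7, 6 and 7 MHC class II genes, 0, 1, 0, 1, 2 and 3 lymphocyte, 1, 1, 1, 4, 3 and 2 erythroid and 2, 1, 1, 1, 2 and 1 Schwann cell markers were higher, and 1 myofibre marker was higher without *mdx* replicate 2. DESeq2 called 2 MHC class II genes and edgeR 0 with no filter on low counts. In *mdx* FiMuSCs, of 17 genes of the dystrophin-glycoprotein complex 4 rose and 4 fell (median 0.08), *Sgcb* by −0.84 (adjusted p = 0.00679 from edgeR). Of 13 genes of activation 2 rose and 2 fell (median 0.35), of 20 polarity genes 2 rose, of 20 DNA repair genes and of 23 translation factors 1 fell each. Of 11 endothelial markers 1 rose (3 when adjusted over the list alone, median 1.23, camera adjusted p = 0.00905), of 10 markers of fibro-adipogenic progenitors 2 rose and 1 fell (median 1.00, camera adjusted p = 0.0243), of 9 pericyte markers 1 rose (median 0.93, camera adjusted p = 0.0814, but 0.0482 and 0.0292 without *mdx* replicates 2 and 3) and of 6 lymphocyte markers 2 rose. With an estimated correlation the adjusted p was 0.942 for endothelial and 0.758 for fibro-adipogenic markers. Without *mdx* replicate 1 the camera adjusted p was 0.0589 and 0.0870, and for fibro-adipogenic markers it was 0.0528 without WT replicate 3. DESeq2 called 5 endothelial and 4 fibro-adipogenic markers higher, and 1 gene of the dystrophin-glycoprotein complex was higher with a length offset. The counts higher without each library, in the same order, were 1, 0, 0, 3, 0 and 0 for the dystrophin-glycoprotein complex, 4, 1, 2, 2, 1 and 1 for activation, 2, 0, 0, 2, 0 and 1 for polarity, 0, 0, 0, 1, 0 and 0 for endothelial, 3, 0, 0, 2, 0 and 0 for fibro-adipogenic, 2, 0, 0, 1, 0 and 0 for pericyte and 0, 1, 0, 2, 1 and 1 for lymphocyte markers. The counts lower were 2, 3, 2, 5, 2 and 2 for the dystrophin-glycoprotein complex, 1, 1, 1, 2, 1 and 1 for activation, 1, 0, 0, 1, 0 and 0 for fibro-adipogenic markers and for translation factors, 1, 1, 1, 1, 0 and 1 for DNA repair and 2, 0, 0, 3, 0 and 0 for Notch signalling. Without *mdx* replicate 1, 5 genes of ribosome biogenesis and 4 translation factors were higher and 1 polarity gene, 1 pericyte marker and 1 mitochondrially encoded gene were lower, and without WT replicate 1, 1 gene of the proteasome was lower. By edgeR none was called of 26 genes of ribosome biogenesis, 23 of mitochondrial gene expression, 20 of oxidative phosphorylation, 25 of the proteasome, 18 immediate early genes, 13 mitochondrially encoded genes, 13 of Notch signalling, 6 Schwann cell and 5 erythroid markers. At an unadjusted p under 0.05, 2 genes of ribosome biogenesis, 1 of oxidative phosphorylation and 1 of the proteasome were lower, 1 of mitochondrial gene expression was higher and 1 lower, and 1 Notch gene was higher and 4 lower. Of these lists DESeq2 called 3 Notch genes lower and none of the others. For Schwann cell markers 1 was higher both at an unadjusted p under 0.05 and by DESeq2, and for the remaining lists both counts were 0. Of 5 sex-linked genes none was called in either sorted state by edgeR or DESeq2, with 0 in FiMuSCs and 1 in AMuSCs at an unadjusted p under 0.05. In AMuSCs against FiMuSCs all 5 were lower in WT and 1 in *mdx* by edgeR, and 4 and 1 by DESeq2. Without 1 library 4 or 5 were lower in WT, and in *mdx* 0 without *mdx* FiMuSC replicates 2 and 3 and each *mdx* AMuSC replicate. In one fit of all 24 libraries 0 were lower in WT and 1 in *mdx*, and the cause was not tested.

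The genotype effect was compared between states, over genes tested in both. In FiMuSCs and AMuSCs 511 genes were higher in both, where independent lists would share 170.2, and 71 were lower in both, where 64.2 would be shared. Lower in AMuSCs and higher in FiMuSCs, or the other way, were 25 and 118 genes. In myoblasts and myotubes 21 genes were higher in both, where 0.155 would be shared, and 4 were lower, where 0.0414 would be. Myotubes were formed from myoblasts, so these states may share cultures and the numbers for independent lists may not apply. Pseudogenes such as *Gm10036* and *Gm3375* were among the genes higher in both.

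The test of neighbouring genes was chosen after the result had been seen. Of 14598 genes tested in all 4 states, 23 changed alike in at least 3, 6 of them in all 4, and 12 were pseudogenes. They include *Col1a2* and *Igfbp7*, which were higher, and *Eif3j1*, which was lower in 3 states. None lies on chromosome X, where *Dmd* is. Segments of another strain kept beside selected loci could change neighbouring genes alike, and 0 pairs of these genes lay within 2 Mb of each other. Random sets of the same size had a median of 0 and at most 5 such pairs (10000 draws), so segments of another strain cannot be told apart from other sources with so few genes.

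Of 1702 genes that the authors list as changed in FiMuSCs in Data S1, 1618 were tested here, 1615 had the same direction and 984 were called in that direction. Of the 1876 genes called here, 985 are in the authors' list.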
